# Neobractatin and Trametinib Synergistically Induce Apoptosis and Gasdermin E‐Dependent Pyroptosis in Pancreatic Cancer Cells

**DOI:** 10.1002/mco2.70250

**Published:** 2025-07-01

**Authors:** Jiaqi Tan, Ziyi Bao, Kai Qin, Liujing Zhu, Changwu Zheng, Jiabin Jin, Li Zhang, Hongxi Xu

**Keywords:** AKT, gasdermin E, pancreatic ductal adenocarcinoma, pyroptosis, ROS

## Abstract

Mutations in mitogen‐activated protein kinase kinase (MEK) are prevalent in pancreatic ductal adenocarcinoma (PDAC), but many MEK inhibitors inadvertently activate protein kinase B (AKT). We propose a promising PDAC treatment strategy by combining the MEK inhibitor trametinib with neobractatin (NBT), a natural compound from *Garcinia bracteata*. Our results demonstrated that this combination significantly impeded cell growth by inducing gasdermin E (GSDME)‐mediated pyroptosis and apoptosis. GSDME, overexpressed in PDAC tissues and correlated with histological differentiation, underscores the role of pyroptosis in PDAC. RNA‐seq results indicated that the phosphoinositide 3‐kinase/protein kinase B (PI3K/AKT) pathway was the primary target of the combination treatment. Mechanistic studies revealed the combination effectively reduced both total and phosphorylated AKT levels, thereby inhibiting protein kinase B/IκB kinase (AKT/IKK) and protein kinase B/mammalian target of rapamycin (AKT/mTOR) signaling pathways. Additionally, the combination disrupted mTOR complex 2 (mTORC2), preventing the trametinib‐induced AKT activation. MicroRNA sequencing analysis indicated that the combination reduced AKT levels by upregulated miR‐149‐5p. Further research demonstrated that the combination increased intracellular reactive oxygen species (ROS), while N‐acetylcysteine (NAC, a ROS scavenger) reversed the cell growth inhibition and AKT suppression. In vivo, the combination significantly inhibited tumor growth by inducing pyroptosis and apoptosis, outperforming gemcitabine. Our findings provide novel insights into the potential of combining NBT and trametinib to induce pyroptosis and apoptosis through the ROS/AKT/GSDME axis, offering a theoretical basis for future PDAC treatment.

## 1 Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a highly malignant gastrointestinal tumor and ranks as the seventh leading cause of cancer‐related deaths worldwide [1]. According to the latest data from the National Cancer Center, PDAC is the tenth most commonly diagnosed cancer and the sixth leading cause of cancer mortality in China [2]. PDAC is one of the tumors with the poorest prognosis among solid tumors. Most patients with PDAC present symptoms only in the late stages of the disease, often diagnosed with metastatic or locally advanced disease, with a small proportion eligible for surgical resection [3]. The median survival after treatment is approximately 10–12 months. The 5‐year survival rates for patients diagnosed with localized disease are 37%, whereas those with advanced disease have a lower rate of 3% [4]. Due to the limited number of patients eligible for surgical resection, chemotherapy has become an important therapeutic approach for treating PDAC. It can effectively improve the 5‐year overall survival (OS) rate of patients. Currently, the first‐line treatment options include FOLFIRINOX (a combination of fluorouracil, calcium folinate, irinotecan, and oxaliplatin) or gemcitabine combined with albumin‐bound paclitaxel [5].

The mitogen‐activated protein kinase (MAPK) pathway is integral to tumor cell proliferation and survival [6, 7]. Targeted therapies, such as trametinib, a selective, orally bioavailable MEK1/2 inhibitor, have shown promise in treating cancers by inhibiting key molecular targets within this pathway [6, 7]. Mutations in MEK, particularly downstream of oncogenic Kirsten rat sarcoma (KRAS) signaling, are critical in the development and progression of pancreatic cancer and contribute to resistance against both targeted therapies and conventional chemotherapy [8]. While trametinib has been United States Food and Drug Administration‐approved for B‐Raf proto‐oncogene (BRAF) V600E/K+ unresectable or metastatic melanoma, either alone or in combination with dabrafenib for melanoma and non‐small cell lung cancer, its efficacy can be undermined by survival feedback mechanisms, including AKT pathway activation and autophagy [9, 10, 11]. These feedback mechanisms limit the drug's therapeutic effectiveness, prompting interest in combination strategies to overcome resistance and enhance antitumor activity [12, 13, 14]. For instance, trametinib combined with hydroxychloroquine has shown potential clinical efficacy in cancer treatment [15, 16]. Additionally, natural compounds, known for their antitumor properties and low toxicity, are being explored as synergistic partners in combination therapies, offering a promising approach to improve treatment outcomes [17].

Neobractatin (NBT) is a natural compound derived from *Garcinia bracteata* C. Y. Wu ex Y. H. Li, which has shown antitumor activity against a range of cancer types, such as lung cancer, breast cancer and esophageal cancer [18, 19, 20, 21]. Our previous study has reported that NBT downregulated the phosphorylation of AKT [18]. In this study, we investigated the potential synergistic effects of combining NBT with trametinib. Our study demonstrated that the cotreatment synergistically inhibited the viability of PDAC cells by inducing both pyroptosis and apoptosis. The underlying mechanisms involved not only the reversal of the abnormal activation of AKT phosphorylation induced by trametinib but also the synergistic suppression of total AKT expression, driven by reactive oxygen species (ROS) accumulation and miR‐149‐5p. These findings elucidate the mechanisms underlying the antitumor effects of NBT when used in combination with trametinib and unveil a promising strategy for enhancing therapeutic outcomes through strategic drug combinations.

## 2 Results

### 2.1 NBT and Trametinib Synergistically Inhibited the Growth of PDAC Cells

To evaluate the cytotoxicity of NBT (Figure 1A) to PDAC cells, MTT assay was conducted to determine the IC_50_ value of NBT in MIA PaCa‐2 and BxPC‐3 cell lines. As depicted in Figure 1B, NBT inhibited cell proliferation in both dose‐ and time‐dependent manners, showing significant cytotoxicity in PDAC cells (IC_50_ < 1.5 µM). Consequently, the concentrations below the IC_50_ value, specifically 1 µM, were selected for the subsequent cotreatment. MTT assay showed that the combination of NBT and trametinib significantly inhibited the cell viability of PDAC cells (Figure 1C). The drug combination index (CI) was calculated using the Loewe Additivity model to assess the synergistic effect of the combination. Based on the CI value, the combination of NBT and trametinib exerted a strong synergistic effect on PDAC cells, with CI values <0.8. Furthermore, a colony formation assay was used to detect the potential effect on long‐term proliferation. The results showed that the combination of NBT and trametinib significantly impeded the colony formation of PDAC cells (Figure 1D). These findings indicated that the combination of NBT and trametinib synergistically inhibited the growth of PDAC cells.

**FIGURE 1:**
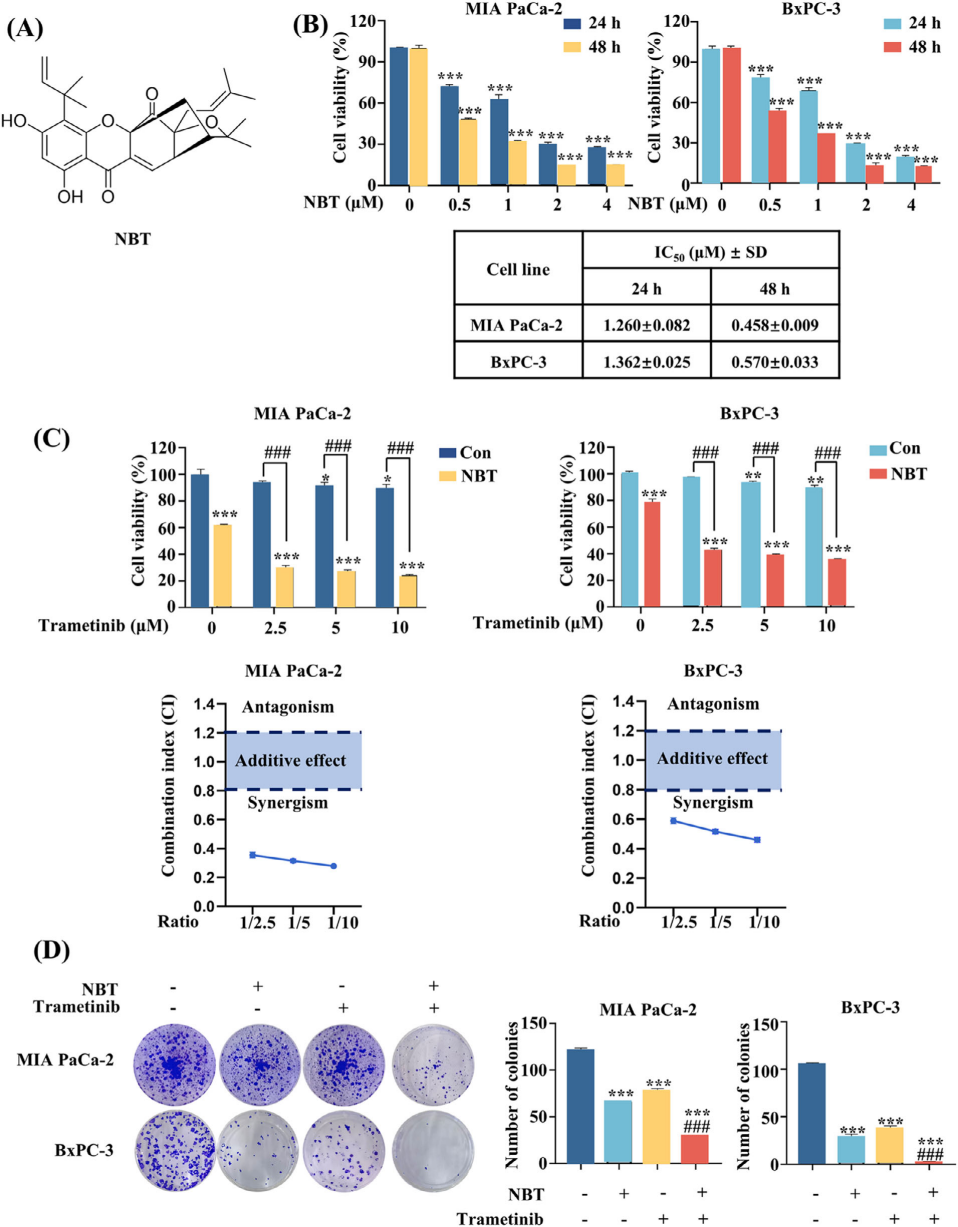
Synergistic antitumor effect of NBT in combination with trametinib. (A) The structure of NBT. (B) The IC_50_ of NBT in MIA PaCa‐2 and BxPC‐3 cells. (C) PDAC cells were treated with different concentrations of NBT and trametinib for 24 h and cell viability was detected by MTT assay. CI values were calculated by the corresponding formula. CI < 0.8 indicates synergism, CI from 0.8 to 1.2 indicates additive effect, and CI > 1.2 indicates antagonism. (D) The colony formation assay of PDAC cells was performed under mono or combination treatment of NBT (1 µM) and trametinib (5 µM) for 24 h. Then the cells were replaced new culture medium for another cultivation of 14 days. Data are presented as the means ± SD from three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001 versus control; ###*p* < 0.001 versus monotreatment.

### 2.2 NBT and Trametinib Synergistically Induced GSDME‐Dependent Pyroptosis and Apoptosis

Morphologically, after the cotreatment of NBT and trametinib, PDAC cells exhibited swelling and distinct bubble‐like protrusions from the membrane, which are characteristic of pyroptotic cells (Figure 2A) [22]. Transmission electron microscope (TEM) showed multiple pores formed in the membranes of MIA PaCa‐2 cells after the cotreatment (Figure S1). Consequently, we examined the expressions of proteins related to pyroptosis. The combination prominently elevated the protein level of GSDME‐N, concomitant with the activation of caspase‐3 (Figure 2B). The cotreatment led to a notable increase in Lactate Dehydrogenase (LDH) release compared with the monotherapy, indicating the disruption of cell membrane integrity (Figure 2C). Since the integrity of the cell membrane could also be damaged during necroptosis, the necroptosis inhibitor GSK872 was employed to distinguish between pyroptosis and necroptosis. The results indicated that GSK872 did not influence the LDH release or cell death, supporting the occurrence of pyroptosis rather than necroptosis (Figure S2). Collectively, these evidences corroborated that NBT and trametinib synergistically induced GSDME‐dependent pyroptosis in PDAC cells.

**FIGURE 2:**
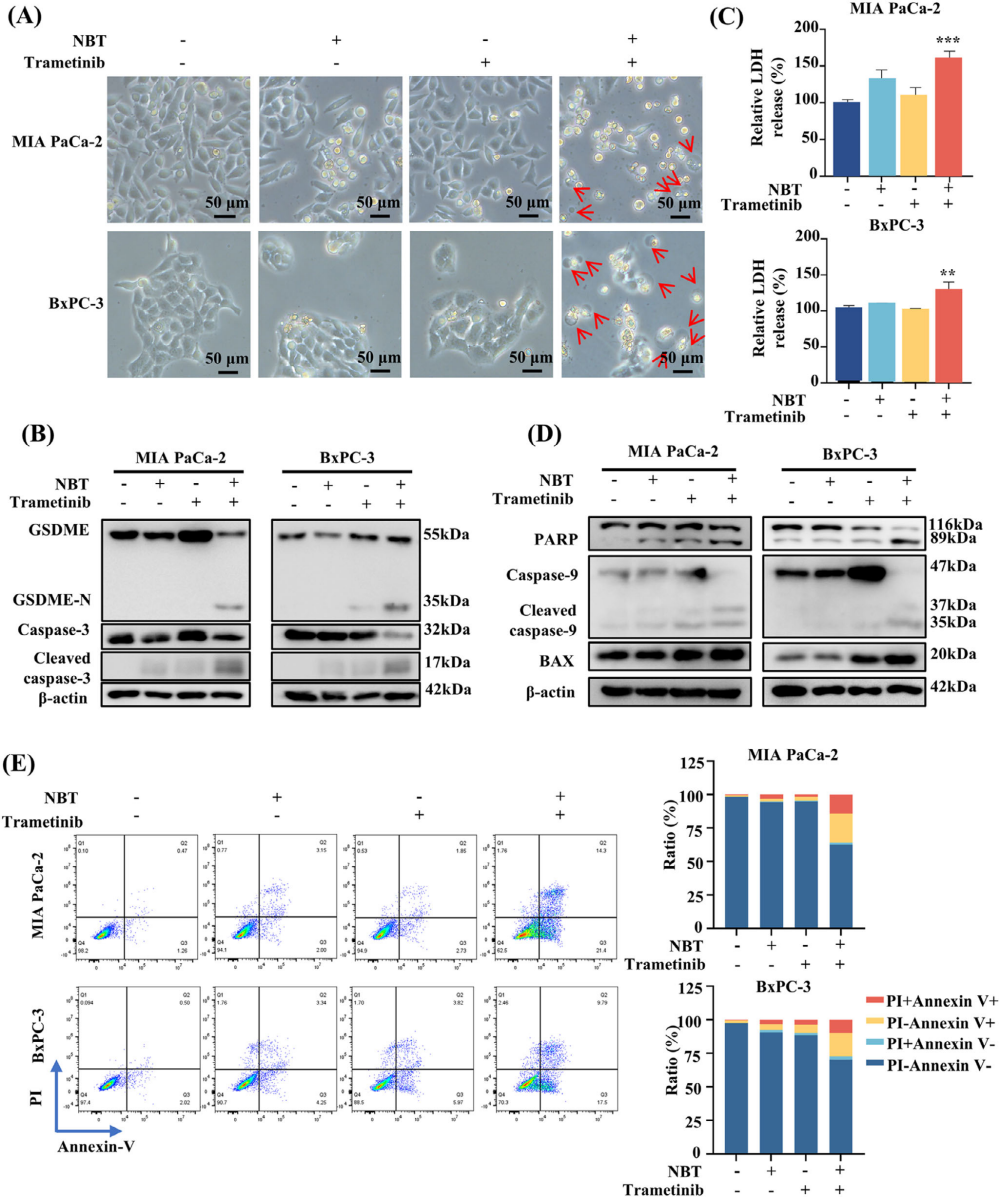
The combination of NBT and trametinib induced pyroptosis and apoptosis in PDAC cells. PDAC cells were treated with NBT (1 µM), trametinib (5 µM), or their combination for 24 h. (A) Bright‐field images were taken to observe cellular morphology (large bubbles are indicated by red arrows). (B) Western blot analysis of GSDME cleavage, with β‐actin as the control. (C) LDH release levels in PDAC cells after treatment. (D) Apoptosis‐related proteins (PARP, caspase‐9, BAX) were evaluated by Western blot, using β‐actin as the control. (E) Flow cytometry assessed apoptosis and pyroptosis using Annexin V and PI staining, with columns representing the percentage of stained cells. Data are presented as the means ± SD from three independent experiments. **p < 0.01, ***p < 0.001.

Since caspase‐3 serves as both the key executor of GSDME in pyroptosis and a central effector in apoptotic processes, the effects of the combination on apoptosis were determined. Western blot results demonstrated the cotreatment activated Bcl‐2‐associated X protein (BAX) and caspase‐9 and enhanced the cleavage of poly(ADP‐ribose) polymerase (PARP), which are indicative of increased apoptosis (Figure 2D). Flow cytometry analysis further confirmed that the proportion of apoptotic (Annexin V^+^PI^−^) and pyroptotic cells (Annexin V^+^PI^+^) in response to the combination treatment compared with the monotherapy (Figure 2E).

### 2.3 GSDME is Overexpressed in PDAC Tissues

The expression of GSDME is of value in cancer progression and key to the efficacy of GSDME‐dependent pyroptosis [23, 24]. To investigate the clinical significance of GSDME in PDAC, we performed an in‐depth analysis through a large‐scale dataset analysis by using Gene Expression Profiling Integrative Analysis (GEPIA). The results revealed a significant upregulation of GSDME expression in PDAC tissues compared with normal tissues (Figure 3A). Consistent with these data, immunohistochemistry (IHC) analysis of tumor and adjacent normal tissues from surgical specimens further supported the high expression of GSDME in PDAC tissues (Figure 3B). Additionally, a positive correlation was observed between advanced clinical stages and increased GSDME expression levels (Figure 3C). Kaplan–Meier survival analysis suggested that high GSDME expression may be linked to shorter OS and disease‐free survival (DFS) in PDAC patients (Figure 3D).

**FIGURE 3:**
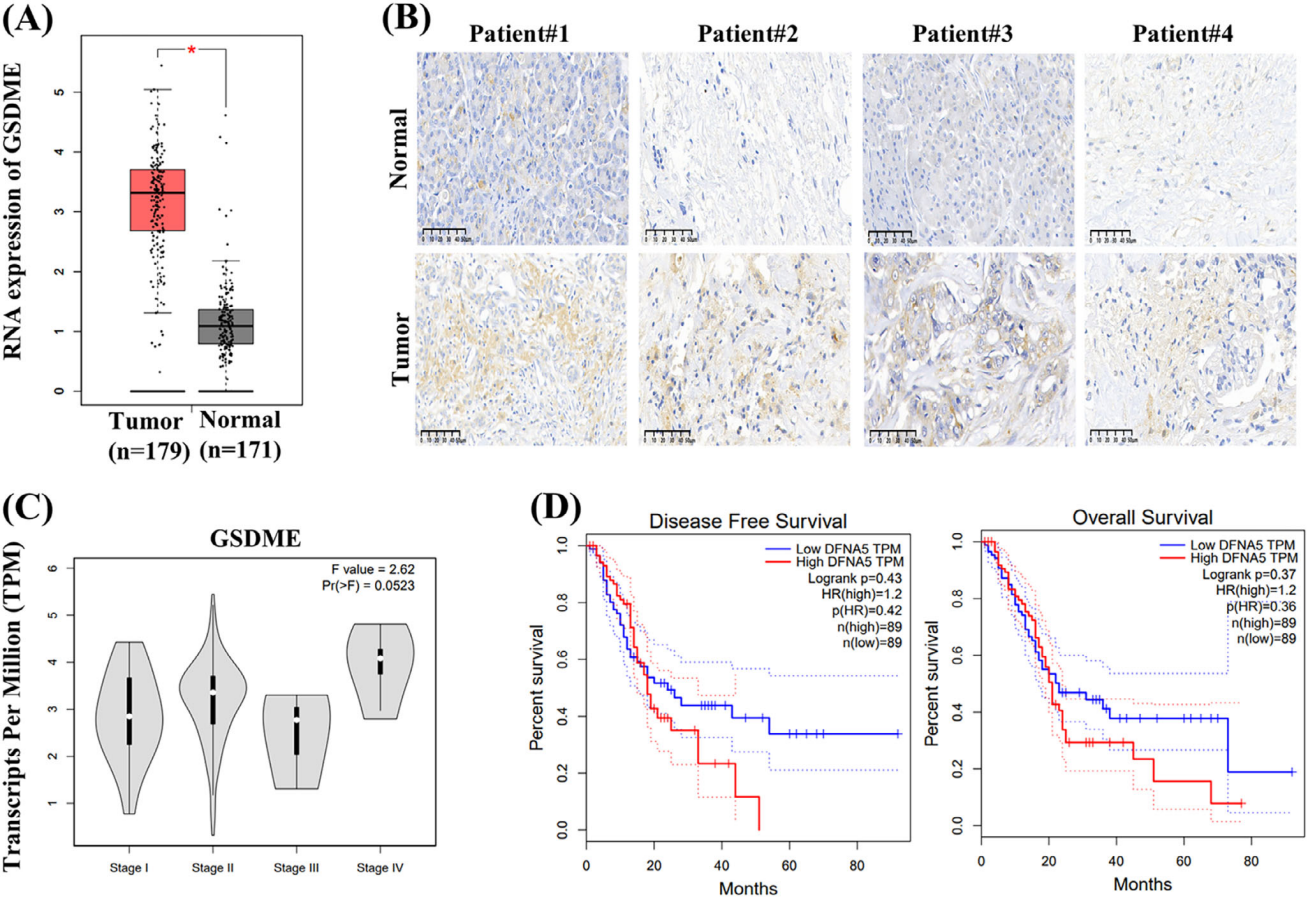
GSDME is highly expressed in PDAC tissues and associated with poor prognosis. (A) DNA copy number of GSDME in PDAC was analyzed using GEPIA database. (B) IHC staining of GSDME in PDAC tissues and adjacent normal tissues from patients. (C) Expression of GSDME in different clinical stages of PDAC patients. (D) The correlation between GSDME expression and disease‐free survival and overall survival of PDAC patients.

### 2.4 Expression of GSDME Mediated the Switch Between Pyroptosis and Apoptosis with the Involvement of Caspase‐3

It has been confirmed that GSDME‐dependent pyroptosis was engaged in cell death induced by the combination of NBT and trametinib. To further investigate the specific role of GSDME, we conducted siRNA‐mediated knockdown experiments. Notably, after knocking down GSDME, the characteristic morphological features of pyroptosis disappeared, and there was a significant reduction in LDH release from PDAC cells (Figure 4A,B). However, silencing GSDME only partially restored cell viability, implying the involvement of other modes of cell death (Figure 4C). Western blot analysis revealed that GSDME knockdown resulted in a substantial decrease in GSDME cleavage, indicating the blockage of pyroptosis (Figure 4D). Additionally, in the absence of GSDME, the cotreatment led to a more significant PARP cleavage and activation of BAX and apoptotic caspase‐9/3 (Figure 4D). These results suggested that silencing of GSDME facilitated the transition from pyroptosis to apoptosis.

**FIGURE 4:**
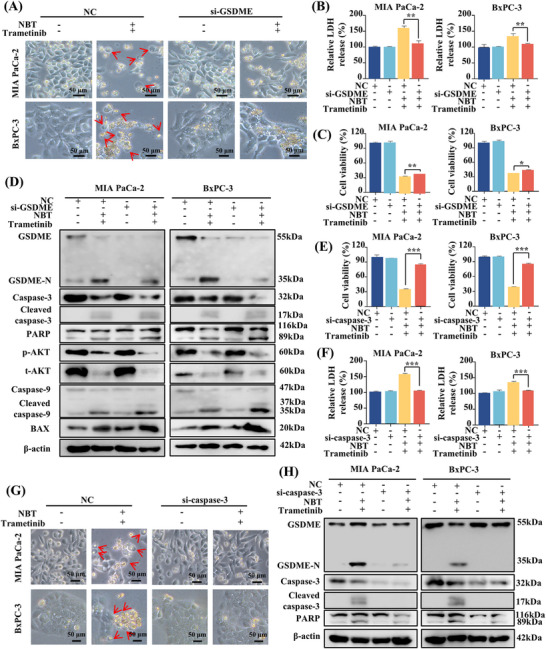
GSDME and caspase‐3 were involved in pyroptosis and apoptosis induced by the combination of NBT and trametinib. (A) Bright‐field images of PDAC cells after GSDME knockdown by siRNA (large bubbles marked by red arrows). (B) LDH release and (C) cell viability were measured. (D) Western blot analysis of GSDME, caspase‐9, caspase‐3, PARP, BAX, p‐AKT, and t‐AKT. (E) Cell viability and (F) LDH release after caspase‐3 knockdown. (G) Bright‐field images of PDAC cells after treatment. (H) Western blot analysis of GSDME, caspase‐3, and PARP. β‐actin was utilized as an internal control. Data are presented as the means ± SD from three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

Given that both GSDME‐mediated pyroptosis and apoptosis are regulated by activated caspase‐3, the role of caspase‐3 was also investigated [25]. MTT assay results demonstrated that the knockdown of caspase‐3 completely reversed the cell death and LDH release induced by the combination of NBT and trametinib (Figure 4E,F). Morphologically, the typical features of pyroptosis and even cell death were no longer observed in the absence of caspase‐3 (Figure 4G). Meanwhile, caspase‐3 knockdown effectively prevented the cleavage of both GSDME and PARP, suggesting the pivotal role of caspase‐3 in the induction of pyroptosis and apoptosis by the cotreatment with NBT and trametinib (Figure 4H).

### 2.5 The Combination of NBT and Trametinib Primarily Affected AKT Signaling Pathway

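MIA PaCa-2 cells, an established human PDAC line, were left untreated as control or were treated for 12 h with 1 µM NBT, a natural compound of Garcinia bracteata, with 5 µM trametinib, an inhibitor of the kinase MEK, or with both drugs. RNA of each of the 4 conditions was sequenced as 1 library on the BGISEQ-500 platform, so no value has a replicate check and differences between libraries include the variation between cultures, which was not measured. The sample labels list a different cell line number for each library, whereas the sample titles and the paper name MIA PaCa-2 throughout. The labels also describe the removal of bacterial ribosomal RNA, which the paper's text does not mention. The authors deposited an estimated read count, a TPM value and an FPKM value for each of 16834 genes, and the same for 70268 RefSeq transcripts. The paper's text does not name the aligner, the counting program or the genome build. The estimated counts were not whole numbers for 53.9% of the genes, as happens when reads that match more than 1 gene or transcript are divided between them. Their sum was 18776212 in the control library, 19437747 in the NBT library, 18949915 in the trametinib library and 19614763 in the combination library. A limit of 3 counts corresponded to 0.160 CPM in the control library and to 0.153 CPM in the combination library. The 10 most abundant genes took from 6.45% of the counts in the control library to 7.17% in the combination library. For the comparisons below, counts were rounded and scaled to these sums, and log2 fold changes against the control library were computed after adding 0.5 reads. The 95% intervals given with them are exact binomial (Clopper-Pearson) intervals and cover counting error only.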

To elucidate the underlying mechanism regulated by the combination of NBT and trametinib, RNA‐seq analysis was conducted. The differentially expressed genes were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis, which revealed a significant enrichment of the PI3K/AKT signaling pathway (Figures 5A and S3A). 

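The combination library was compared with the control library gene by gene with an exact two-sided binomial test of the counts, which is the Poisson model of the paper's method, with Benjamini-Hochberg adjustment and the paper's limits (false discovery rate of at most 0.05 and absolute log2 ratio of at least 1). This test compares the 2 libraries and not the conditions. Of 16229 genes with at least 1 count in either library, 1367 passed, of which 768 were higher and 599 lower in the combination library. The count depended on the limit and on the variation assumed between cultures. Without the log2 limit 8056 genes passed, and with a negative binomial test that assumes a coefficient of variation of 0.4, 51 genes. Of the 1367 genes, 264 passed in the same direction in the NBT library and 466 in the trametinib library, 79 in both and 716 in neither. Because all comparisons share the control library, some overlap arises without any effect. In 100 simulations of an unchanged single-drug library, on average 89.3 (NBT) and 91.9 genes (trametinib) passed in the same direction when a coefficient of variation of 0.2 was assumed, and 0 with counting noise alone.
The heatmap of Fig. S3A shows 43 PI3K/AKT genes, which the study chose from these libraries. All 43 passed the same limits in the combination library, 16 of them higher and 27 lower than in the control. In the NBT library 8 of them passed, each in the direction seen in the combination. In the trametinib library 22 passed, 21 in the direction of the combination and AREG in the opposite one. Neither single drug changed 17 of the genes past the limits in that direction. In the simulations an unchanged library gave at most 3 genes in the direction of the combination, with the assumed coefficient of variation of 0.2. The simulations did not repeat the choice of the 43 genes against this control library, so they can understate the overlap that arises without any effect. AKT1 and AKT2 are not among the 43 genes. Each of 4 other ways of computing the ratio left 42 of the 43 genes past the limits, and 26 and 2 remained with assumed coefficients of variation of 0.2 and 0.4.

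**Figure D1:**
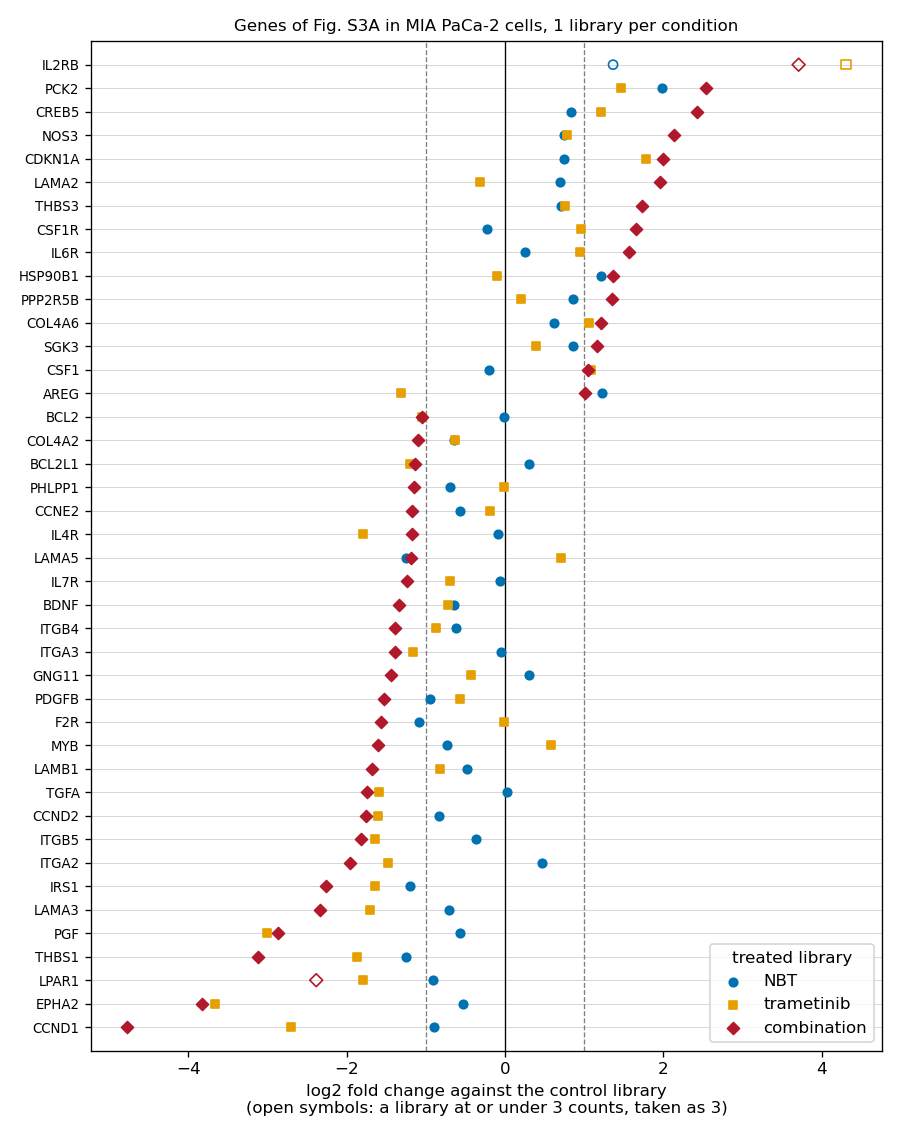
Log2 fold change (horizontal axis) of 42 of the 43 genes of Fig. S3A (vertical axis) in the NBT, trametinib and combination libraries against the control library, with 1 library per condition and dashed lines at the limit of 1. Open symbols, for IL2RB and LPAR1, stand for comparisons in which a library had at most 3 counts, taken as 3; the combination lies beyond the dashed lines for all genes drawn, from CCND1 at -4.77 up to PCK2 at 2.54 among the filled symbols.

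From the KEGG enrichment of its differentially expressed genes, the paper states that the PI3K/AKT signaling pathway was enriched, and it then examined AKT.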

AKT has been previously confirmed to be highly expressed in most cancer tissues, including PDAC, when compared with normal tissues [26]. High expression of AKT1 mRNA was also observed in tumor tissue specimens (Figure S3B), although no statistical difference was detected between the adjacent and cancerous tissues, possibly due to the relatively small sample size in the analysis. The results of RNA‐seq analysis were confirmed in our study. 

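In the RNA-seq libraries, AKT1 (NCBI Gene 207) had an estimated 2899 reads in the control, 2866 with NBT, 2829 with trametinib and 2431 with the combination. The corresponding TPM values were 108.02, 98.62, 103.49 and 85.08. The log2 fold change of AKT1 in the combination library was -0.32 (95% interval from -0.40 to -0.24), below the 0 line by more than counting error and short of the limit of 1. It was -0.07 (from -0.14 to 0.01) with NBT and -0.05 (from -0.12 to 0.03) with trametinib, intervals that include 0. Median-of-ratios scaling, which moved the combination value most, gave -0.35. The single-drug values were as low as -0.13 with NBT (deposited TPM values) and -0.12 with trametinib (TMM scaling), so whether they lie within counting error of 0 depends on the scaling. AKT2 changed by -0.28 (from -0.36 to -0.20) with the combination, and by -0.27 with NBT alone and 0.12 with trametinib alone.
For the genes of proteins examined downstream of AKT, the combination library showed log2 fold changes of -0.14 (from -0.24 to -0.05) for MTOR, -0.18 (from -0.30 to -0.06) for CHUK, which encodes IKKα, and 0.00 (from -0.21 to 0.21) for IKBKB, which encodes IKKβ. RICTOR, whose protein the paper places upstream, changed by 0.11 (from 0.00 to 0.22). GSDME changed by 0.13 with the combination, whereas it was higher with NBT (0.40) and lower with trametinib (-0.60). PARP1 changed by -0.43, CASP9 by 0.30 and BAX by -0.10 with the combination. None of these 10 genes passed the limits in the combination library.

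**Figure D2:**
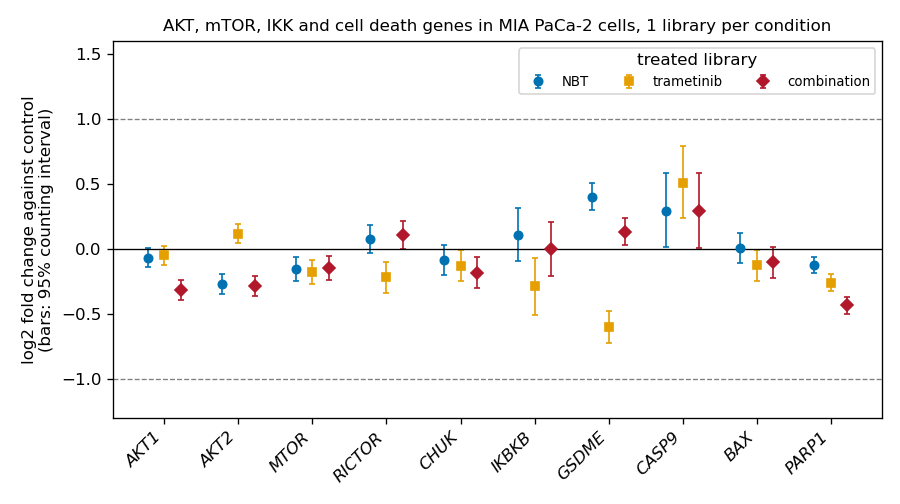
Log2 fold change against the control library (vertical axis) of 10 genes of AKT signaling and cell death (horizontal axis) in the NBT, trametinib and combination libraries, 1 library each, with 95% counting intervals as bars and dashed lines at the limit of 1. All values lie between the dashed lines, and AKT1 is at -0.32 in the combination library.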

As shown in Figure 5B, the cotreatment of NBT and trametinib significantly suppressed the mRNA level of AKT1. Western blot analysis further demonstrated that the cotreatment reduced both phosphorylation and total level of AKT, which was activated by trametinib alone (Figure 5C). Our study further proved that combination inhibited AKT activation at the transcriptional level rather than by altering protein degradation (Figure S4). The resulting downregulation of AKT further inhibited both total and phosphorylation levels of the downstream proteins, including mTOR and IKKα/β. Treatment with PI3K/AKT‐specific activator (740Y‐P) attenuated the cotreatment‐induced cleavage of GSDME and PARP and mitigated the activation of BAX and caspase‐9/3 (Figure 5D). MTT assay and LDH release assay also demonstrated that 740Y‐P partially inhibited cell death and reduced LDH release induced by the combination of NBT and trametinib (Figure 5E,F). These findings supported the crucial regulatory role of AKT in promoting pyroptosis and apoptosis in response to the combination treatment.

**FIGURE 5:**
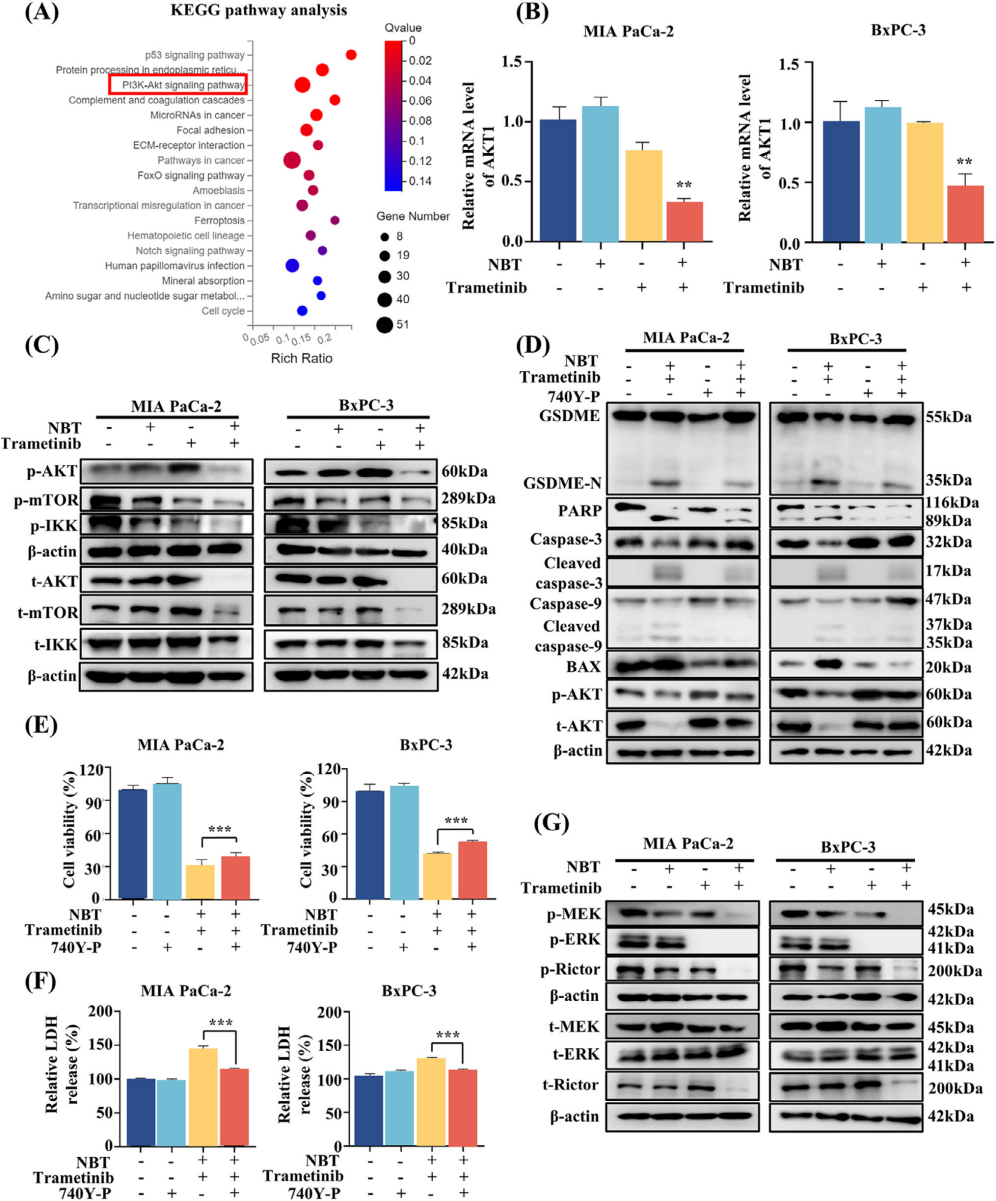
AKT signaling pathway played a vital role in the antitumor effects of the combination of NBT and trametinib. (A) MIA PaCa‐2 cells were treated with NBT (1 µM), trametinib (5 µM), or their combination for 12 h and subjected to RNA‐seq. KEGG pathway analysis identified differentially expressed genes between the control and combination groups. (B) mRNA levels of AKT1 in PDAC cells after treatment, with 18S as the control. (C) Western blot of p‐AKT, p‐mTOR, p‐IKKα/β, and their respective total proteins. (D) PDAC cells were pretreated with 740Y‐P (20 µg/mL) for 2 h before NBT and trametinib treatment. The protein levels of GSDME, PARP, caspase‐9, caspase‐3, BAX, p‐AKT, and total AKT were detected by Western blot. β‐actin was utilized as an internal control. (E) Cell viability and (F) LDH release levels were determined. (G) Western blot analysis of p‐MEK, p‐ERK1/2, and p‐Rictor and their total proteins. β‐actin was utilized as a control. Data are presented as the means ± SD from three independent experiments. **p < 0.01, ***p < 0.001.

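Among the genes past the limits in the combination library with at least 100 counts in the higher library, the largest rise was that of HMOX1 (NCBI Gene 3162), which encodes a heme oxygenase. It had 121 reads in the control, 4825 with NBT, 382 with trametinib and 44631 with the combination, a log2 fold change of 8.46 for the combination. The next rises were those of HTRA3 and LURAP1L, which had 0 and 3 reads in the control and 104 and 325 with the combination. HTRA3 was thus at least 33.2-fold higher. MAP2 rose from 30 to 1001 reads (log2 fold change 4.97) and C1S from 10 to 321 (4.87).
The largest falls included 3 genes at or under 3 reads in the combination library. PLLP fell from 161 reads to 1 (at least 56.1-fold lower), with 1 read also in the trametinib library, and LOC107987377 fell from 137 to 3 reads. BCL2L2-PABPN1 fell from 185 reads to 0 (at least 64.4-fold lower). It is a read-through gene that shares its sequence with BCL2L2 and PABPN1, so its estimated count depends on how shared reads were divided. DUSP6, a phosphatase gene controlled by MAPK signaling, fell from 329 to 9 reads (log2 fold change -5.18) and stood at 14 reads with trametinib alone. The 10 genes chosen beforehand as MAPK output showed no further fall as a set in the combination library against the trametinib library. Their median log2 fold change there was 0.02, with 5 genes higher and 5 lower. APLN fell from 251 to 8 reads (-4.95), with 53 reads with NBT and 58 with trametinib.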

Furthermore, Western blot analysis revealed that the combination of NBT and trametinib significantly decreased the phosphorylation levels of MEK and ERK1/2 compared with trametinib alone (Figure 5G), indicating enhanced inhibition of the MAPK pathway. Previous studies have reported the crosstalk between MAPK and AKT signaling pathways mediated by mTORC1/2 complexes [27, 28]. Our results showed that the combination of NBT and trametinib significantly inhibited both phosphorylation and total expressions of Rictor, thereby reversing trametinib‐induced AKT activation.

### 2.6 ROS‐Mediated AKT Signaling Pathways Regulated Pyroptosis and Apoptosis

Increased intracellular ROS levels not only cause DNA damage and apoptosis, but also participate in the regulation of pyroptosis [29, 30, 31]. The results of flow cytometry revealed that the cotreatment induced a significant increase in intracellular ROS levels (Figure 6A). Pretreatment with ROS scavenger N‐acetylcysteine (NAC) effectively attenuated the ROS levels induced by the cotreatment, leading to the restoration of cell viability and LDH release levels (Figure 6B,C). Moreover, Western blot results confirmed that the cleavage of GSDME and PARP, as well as the protein levels of BAX and caspase‐9/3 were effectively inhibited in the presence of NAC. Additionally, the downstream of AKT pathways, including mTOR and IKKα/β proteins, and upstream Rictor proteins were reactivated by NAC (Figure 6D). Simultaneously, the inhibitory effect on AKT at both the mRNA and protein levels was reversed upon NAC treatment (Figure 6E). These results strongly suggested that the combination of NBT and trametinib may induce pyroptosis and apoptosis through the regulation of ROS‐mediated AKT signaling pathways.

**FIGURE 6:**
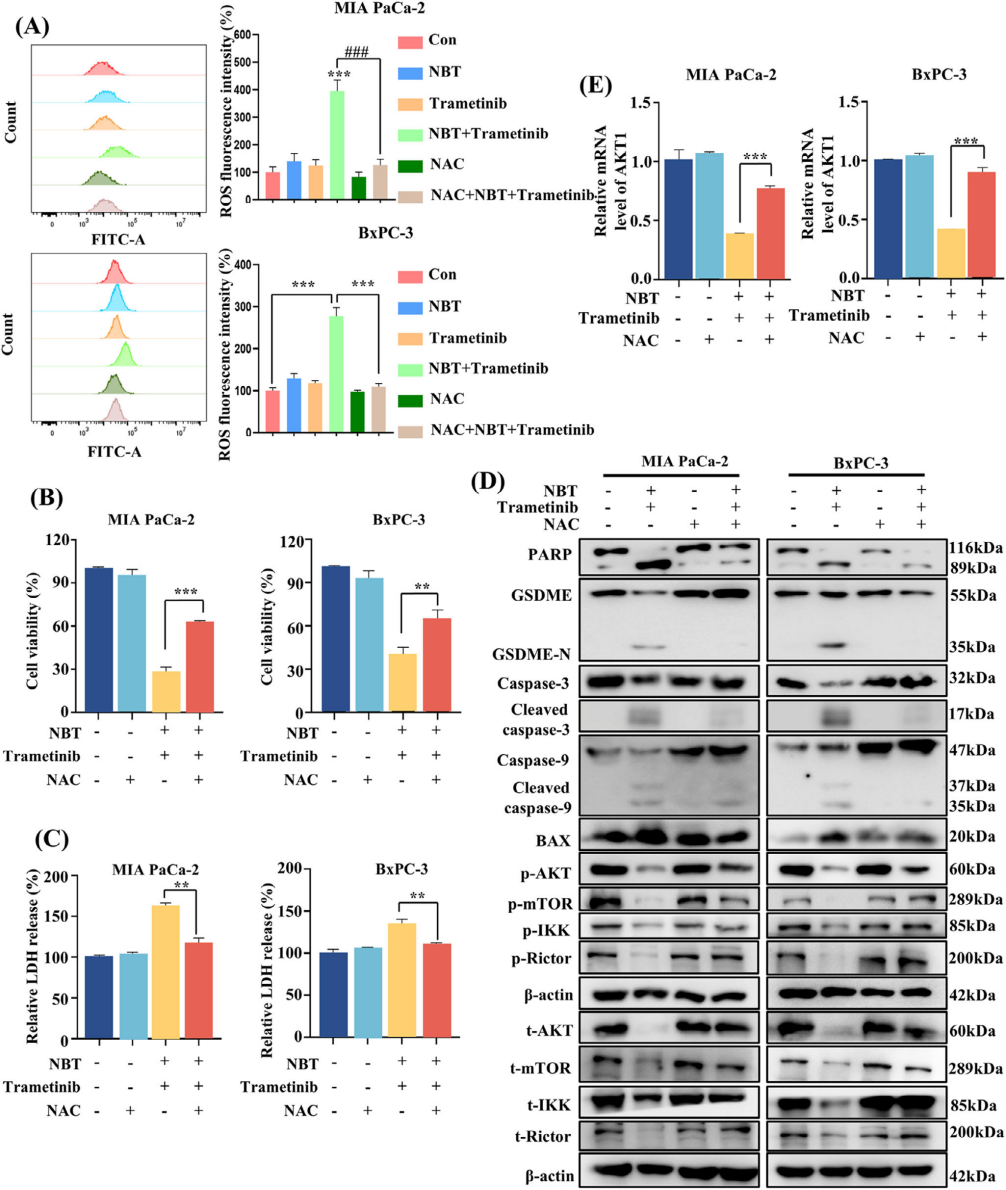
ROS mediated AKT signaling pathway to induce pyroptosis and apoptosis. (A) Flow cytometry was performed to measure intracellular ROS level by DCFH‐DA probe. (B) The cell viability and (C) LDH release levels were examined after combination treatment with or without NAC. (D) The protein levels related to apoptosis and pyroptosis, as well as AKT signaling pathway were detected by Western blot. β‐actin was utilized as an internal control. (E) The mRNA levels of AKT1 were detected. 18S was utilized as an internal control. Data are presented as the means ± SD from three independent experiments. **p < 0.01, ***p < 0.001.

### 2.7 The Combination of NBT and Trametinib Upregulated miR‐149‐5p Expression Targeting AKT

To explore the upstream regulation of the AKT pathway induced by the combination of NBT and trametinib, microRNA (miRNA) sequencing analysis was conducted. Among the differentially expressed miRNAs, the increased expression of miR‐149‐5p emerged as a potential regulator, which was previously reported to target AKT (Figure 7A) [32]. RT‐PCR analysis further validated a significant upregulation of miR‐149‐5p after the cotreatment (Figure 7B). Subsequently, transfection of a miR‐149‐5p inhibitor into PDAC cells resulted in a marked reduction in miR‐149‐5p expression, subsequently upregulating AKT1 mRNA expression (Figure 7C,D). This effect partially attenuated the cell death and LDH release levels induced by the cotreatment (Figure 7E,F). Moreover, the downregulation of AKT protein induced by the combination treatment was significantly reversed upon administration of the miR‐149‐5p inhibitor. This reversal subsequently modulated the cleavage of GSDME and PARP, which had been induced by the combination of NBT and trametinib (Figure 7G). These findings suggested that the combination treatment may inhibit the AKT signaling pathway by upregulating miR‐149‐5p.

**FIGURE 7:**
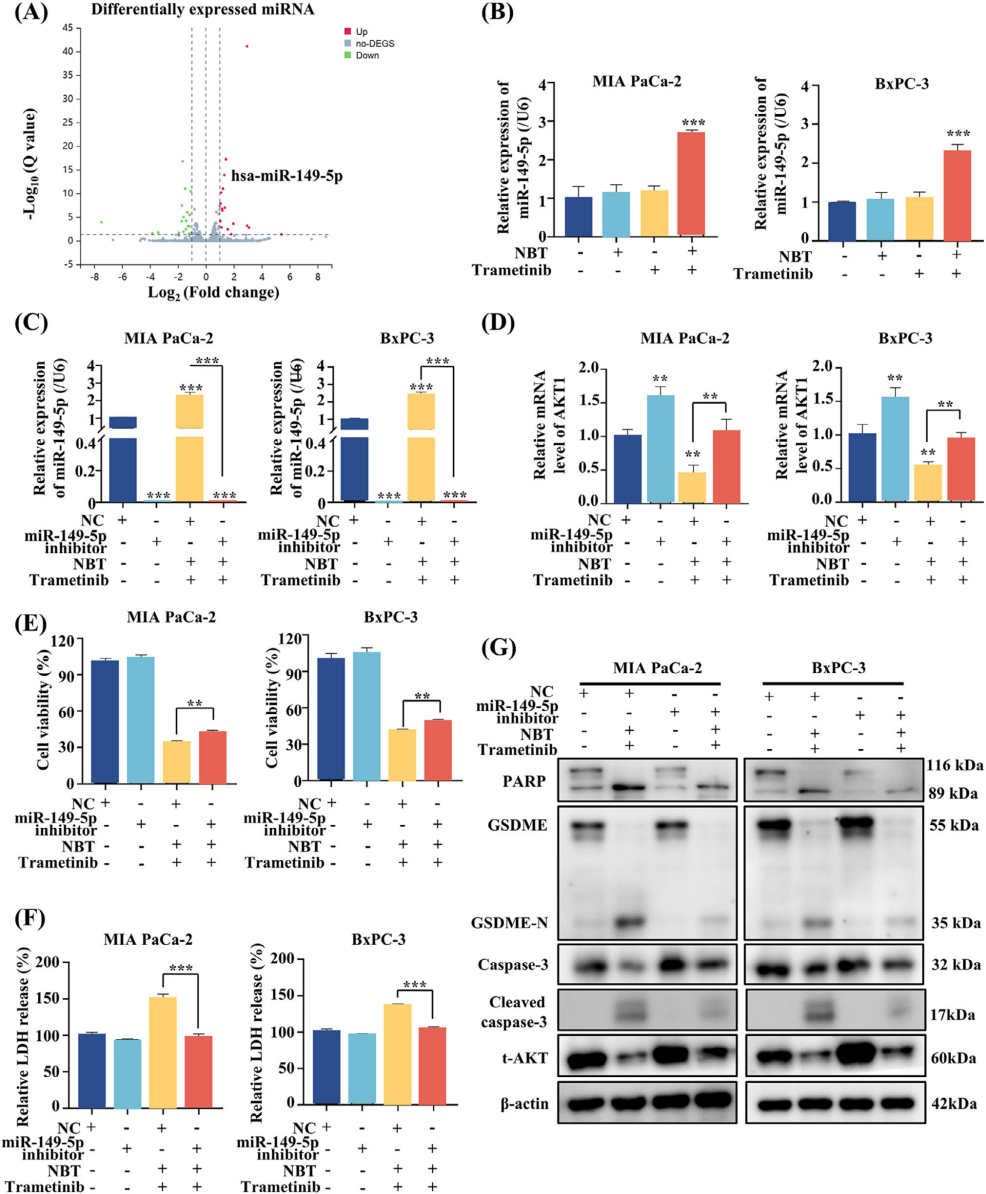
The combination of NBT and trametinib upregulated miR‐149‐5p expression. (A) The volcano plot of differentially expressed miRNA. (B) miR‐149‐5p expression after cotreatment with NBT and trametinib for 12 h was measured by RT‐PCR. (C) After transfection with miR‐149‐5p inhibitor or negative control for 48 h, miR‐149‐5p expression was measured by RT‐PCR. RNU6 was utilized as an internal control. (D) The mRNA levels of AKT1 were detected. 18S was utilized as an internal control. (E) The cell viability and (F) LDH release levels were determined. (G) The protein levels of GSMDE, PARP, caspase‐3 and t‐AKT were assessed by Western blot analysis. β‐actin was utilized as an internal control. Data are presented as the means ± SD from three independent experiments. **p < 0.01, ***p < 0.001.

### 2.8 The Combination of NBT and Trametinib Inhibited Tumor Growth in Vivo

To investigate the inhibitory effect of NBT and trametinib in vivo, MIA PaCa‐2 cells were subcutaneously injected into nude mice. The mice were treated with NBT at 2 mg/kg, trametinib at 0.4 mg/kg or a combination of both treatments every other day. Gemcitabine at 20 mg/kg was administrated twice a week as the positive control. No significant differences in body weights were observed between the vehicle group and the other treatment groups (Figure 8A). The cotreatment significantly suppressed tumor growth, resulting in smaller tumor volumes and weights compared with other groups (Figure 8B–D). Importantly, these effects were achieved without substantial organ toxicity in nude mice (Figure 8E).

**FIGURE 8:**
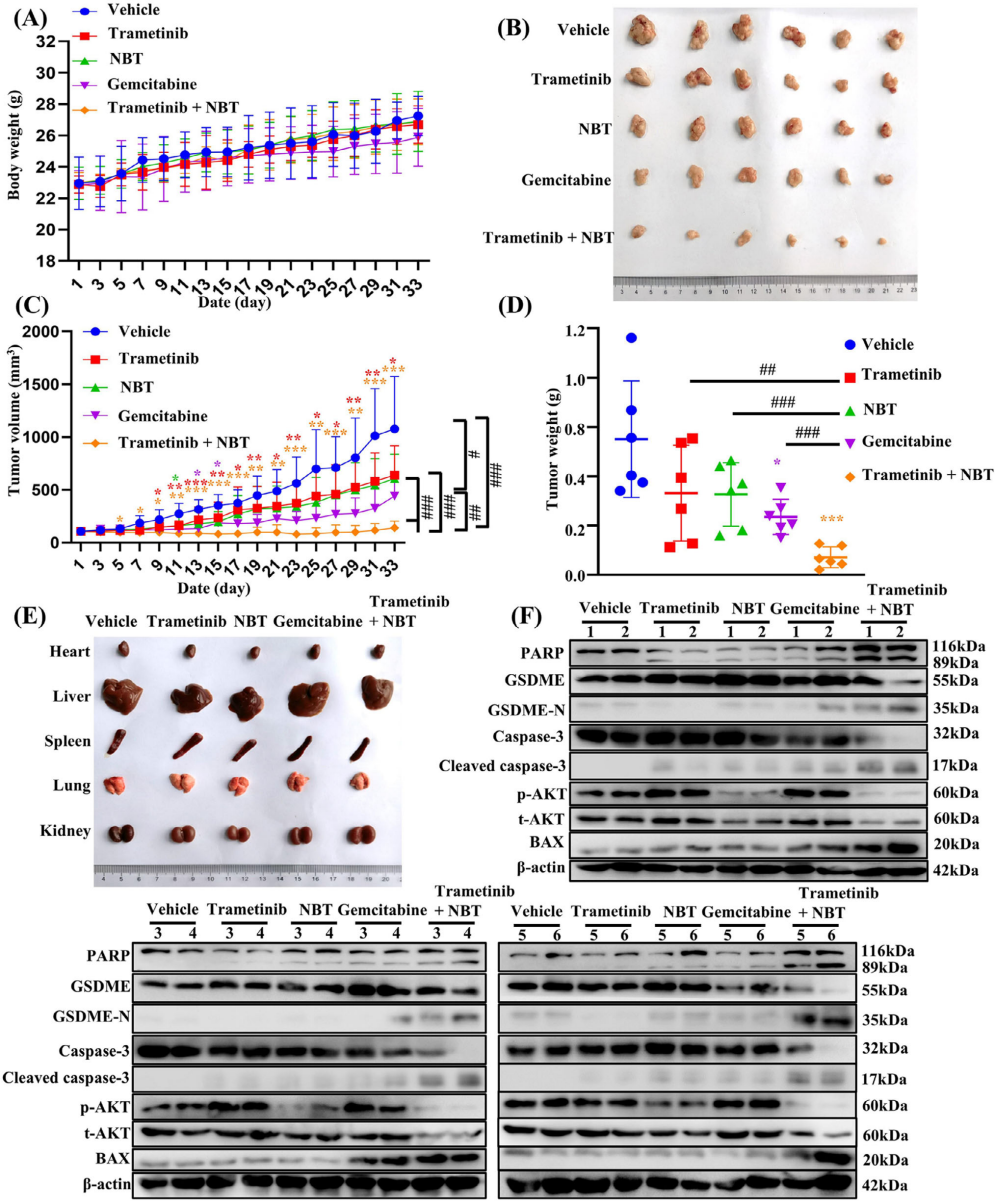
The combination of NBT and trametinib inhibited tumor growth in vivo. Xenograft mouse models were established with MIA PaCa‐2 cells and treated with vehicle, trametinib, NBT, gemcitabine, or the combination of NBT plus trametinib. Body weights (A) and tumor volume (C) were measured every 2 days. The images (B) and weights (D) were taken on the 33rd day. (E) Representative organ morphology of mice in each group. (F) Protein levels associated with apoptosis, pyroptosis and AKT signaling pathway were detected by Western blot, with β‐actin as the control. Data are presented as the means ± SD (*n* = 6). *p < 0.05, **p < 0.01, ***p < 0.001 versus vehicle; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 versus monotreatment.

The hematoxylin and eosin staining (H&E) results demonstrated a reduced tumor density in the treated groups compared with the control group, with the most significant reduction observed in the combination of trametinib and NBT. The IHC results revealed that tumor tissues in the combination treatment group exhibited higher expressions of cleaved caspase‐3 and lower expressions of p‐AKT compared with the vehicle and monotherapy groups (Figure S5). Western blot analysis was further performed to detect the protein expressions in tumor tissue. Consistent with the in vitro findings, the combination of NBT and trametinib prominently activated BAX and caspase‐3, leading to the cleavage of GSDME and PARP (Figure 8F). The combination treatment induced more pronounced apoptosis and pyroptosis compared with other treatments. Notably, that treatment with trametinib or gemcitabine resulted in an undesired increase in AKT phosphorylation levels, whereas the cotreatment significantly reversed this effect. These results confirmed that the combination of NBT and trametinib synergistically inhibited tumor growth in vivo by inducing pyroptosis and apoptosis, primarily through the downregulation of AKT.

## 3 Discussion

PDAC, a highly aggressive malignancy with a poor prognosis, urgently requires the development of novel therapeutic strategies. In recent years, with the increasing focus on pyroptosis, this form of immunogenic programmed cell death has emerged as a promising approach for the development of novel therapeutic strategies in PDAC [33]. Targeting this unique cell death mechanism of pyroptosis is possible to enhance antitumor immune responses and improve treatment outcomes [34, 35]. Continued research and clinical investigations are essential for translating the potential of pyroptosis into clinical practice, offering new hope for patients with PDAC. Although the study of pyroptosis in PDAC is still in its early stages, it holds great value and promises to advance treatment options.

Natural products have long been recognized as a valuable source of potential therapeutic agents for cancer treatment. Their complex chemical structures often interact with multiple targets and pathways involved in cancer progression. Combining natural products with conventional drugs holds great promise in cancer therapy, as it can lead to synergistic effects such as improved treatment efficacy, reduced toxicity, and overcoming drug resistance.

MEK, a crucial component of the rat sarcoma/rapidly accelerated fibrosarcoma/mitogen‐activated protein kinase kinase/extracellular signal‐regulated kinase (RAS/RAF/MEK/ERK) signaling cascade, has become a key target in cancer treatment. However, using MEK inhibitors alone results in reduced efficacy and drug resistance due to the complex crosstalk and compensation between MEK pathway and other signaling pathways, such as AKT and signal transducer and activator of transcription 3 (STAT3) pathways [11]. This highlights the need for combination therapies that can address these adaptive responses and improve clinical outcomes. Recent studies have demonstrated that MEK inhibitors could be effectively combined with multiple pathway inhibitors or natural products to counteract the aberrant activation of prosurvival pathways and enhance antitumor efficacy [36].

Our study revealed a compelling therapeutic effect for the treatment of PDAC both in vitro and in vivo with the combined use of NBT and trametinib. Notably, unlike many AKT inhibitors that primarily target AKT phosphorylation, the NBT and trametinib combination significantly inhibited AKT at the transcriptional level. This distinct mechanism may offer more durable suppression of tumor cell proliferation [37]. Consistent with previous findings, trametinib alone triggered AKT activation in PDAC cells, promoting survival and drug resistance [14]. However, when combined with NBT, AKT activation was effectively suppressed, leading to enhanced apoptosis and pyroptosis. Additionally, previous study has revealed that the inhibition of MEK signaling pathway may activate AKT phosphorylation through the crosstalk with the mTOR signaling pathway [27, 28]. Notably, our results showed that the ratio of phosphorylated proteins to their corresponding total proteins remained unchanged. This suggests that the decrease in phosphorylation resulted from a reduction in total protein levels, rather than direct inhibition of kinase activity. Additionally, we tested the combination in esophageal cancer KYSE150 cells and observed similar synergistic effects, further inducing apoptosis and pyroptosis via AKT pathway inhibition (Figure S6). These findings highlighted the wider application potential of utilizing NBT in combination with trametinib in cancers other than those with KRAS or BRAF mutations [38].

Moreover, the flow cytometry results showed that the combination of NBT and trametinib obviously elevated ROS levels, which suggested a synergistic effect in ROS production. This increase in ROS was crucial for inducing cell death, LDH release, and the cleavage of GSDME and PARP. Interestingly, neither NBT nor trametinib alone could increase the ROS level whereas the combination led to a significant increase. It has been demonstrated that the AKT pathway can regulate ROS levels, as AKT inhibitors have been shown to upregulate ROS levels [39]. In our study, the combination of trametinib and NBT significantly reduced both the phosphorylation and total protein levels of AKT, which may have further increased ROS levels. Further investigation revealed that the ROS inhibitor not only decreased AKT phosphorylation and protein levels but also impacted AKT transcriptional activity. Moreover, miRNA‐seq analysis showed that the combination treatment upregulated miR‐149‐5p, which is known to interact with AKT in cancer [32, 40, 41]. Our results demonstrated that the combination of NBT and trametinib upregulated the expression of miR‐149‐5p in PDAC cells, consequently downregulating the transcription of AKT1. The use of miR‐149‐5p inhibitor confirmed its negative regulation of AKT expression, thereby modulating pyroptosis and apoptosis. These findings revealed the potential role of miRNA‐149‐5p in regulating the AKT signaling pathway.

In conclusion, this study revealed that the combination of NBT and trametinib effectively induced pyroptosis and apoptosis by downregulating AKT signaling pathway (Figure S7). This novel combination therapy holds promise for improving treatment outcomes and overcoming drug resistance in PDAC patients. Furthermore, these findings may also provide valuable insights for the development of similar combination therapies in other types of cancer. By targeting the complex crosstalk of signaling pathways involved in tumor progression, this approach not only renews the therapeutic potential of trametinib but also highlights the innovative application of natural products in enhancing the clinical significance of contemporary cancer treatments. Despite the promising results, this study has certain limitations. First, due to the limited number of clinical samples, the significance of GSDME in pancreatic cancer treatment requires further evaluation. Second, the animal models used in this study have limitations; we utilized subcutaneous tumor models, which may not accurately reflect the clinical characteristics of pancreatic cancer. Patient‐derived xenograft models would likely provide a more suitable alternative. Third, while the study demonstrated that the combination induced GSDME‐mediated pyroptosis and apoptosis primarily through the PI3K/AKT pathway, it remains unclear whether these effects were direct or indirect. Furthermore, the synergistic mechanisms of NBT and trametinib were not fully elucidated. Consequently, its potential application in treating PDAC patients requires further validation for clinical use.

## 4 Materials and Methods

### 4.1 Reagents and Antibodies

NBT with a purity >98% was isolated from *Garcinia bracteata* in our lab as described in the previous study [20]. Details about the antibodies are provided in Table S1.

### 4.2 Patient Specimens

Tissue samples, comprising both normal and cancerous tissues, were collected from four PDAC patients (three males and one female) with confirmed histopathology, at Ruijin Hospital, Shanghai Jiaotong University School of Medicine (Table S2). None of the patients had undergone adjuvant chemotherapy or radiation treatment before surgery. This study was approved by the Ethics Committee of Ruijin Hospital, Shanghai Jiao Tong University School of Medicine, with the Ethical Review Approval Number (161) in 2021.

### 4.3 Immunohistochemistry (IHC) Analysis

Each specimen underwent standard histological processing, after which the tissue sections were stained by hematoxylin and eosin, incubated with GSDME, and cleaved caspase‐3 and p‐AKT antibodies.

### 4.4 Cell Lines and Cell Culture

Human PDAC cell lines MIA PaCa‐2 and BxPC‐3 were purchased from American Type Culture Collection. Both kinds of cells were cultured with RPMI‐1640 medium (Gibco, USA), supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin‐streptomycin (Gibco), and incubated at 37°C in a humidified atmosphere with 5% CO_2_.

### 4.5 MTT Assay

The cell viability of PDAC cells after 24‐h treatment was assessed by MTT assay as described previously [21]. The synergistic effect of NBT and trametinib was analyzed using the CI [42, 43].

### 4.6 Colony Formation Assay

According to our previous study [21], MIA PaCa‐2 and BxPC‐3 cells with NBT (1 µM), trametinib (5 µM) or in a combination for 24 h were subjected to the colony formation assay.

### 4.7 Microscopy Imaging

PDAC cells were plated in a 6‐well plate and treated with NBT (1 µM) or trametinib (5 µM) or in a combination for 24 h. The bright‐field images of cells were captured by a Leica XSP‐8CA microscope to observe the cellular morphology after treatment. The pore‐forming activity of the cotreatment‐induced pyroptosis in PDAC cells was examined by TEM.

### 4.8 Cell Transfection

The siRNAs of GSDME and caspase‐3 were purchased from GenePharma (Shanghai, China). And miRNA inhibitor was purchased from BioTNT (Shanghai, China). Cells were plated in a six‐well plate and transfected with siRNAs or miRNA inhibitor using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions [44].

### 4.9 Gene Expression Correlation With Stage and Survival Analysis

The correlation between gene expression and patient pathological stage was analyzed using GEPIA (http://gepia.cancer‐pku.cn). The correlation between gene expression and OS and DFS was investigated using the Mantel–Cox test. The median expression level was utilized as the threshold to classify patients into high‐expression and low‐expression cohorts.

### 4.10 Sequencing of mRNA and miRNA

MIA PaCa‐2 cells were treated with NBT (1 µM), trametinib (5 µM), or in a combination for 12 h. Procedures for RNA extraction, library construction and sequencing on the BGISEQ‐500 platform have been described previously [45, 46]. The gene expression levels were estimated using the fragments per kilobase of exon per million fragments mapped. Differential expression analysis in each sample was performed using PossionDis with false discovery rate ≤0.05 and |Log2Ratio| ≥ 1. 

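With these limits, the exact binomial test of 2 libraries called 415 of 15888 genes with NBT alone (255 higher and 160 lower than in the control library) and 967 of 16197 genes with trametinib alone (619 higher and 348 lower). Such counts depend on the Poisson model, which allows for counting noise and for no variation between cultures. A negative binomial test with an assumed coefficient of variation of 0.2 called 69 genes with NBT and 365 with trametinib. The labels of the libraries were checked with 10 genes chosen beforehand as output of the MAPK pathway that trametinib blocks. Their median log2 fold change was -3.43 with trametinib (-3.56 without EPHA4, which had at most 3 reads in both libraries), -3.64 with the combination over the 9 genes with a read, and 0.26 with NBT. In both libraries treated with trametinib 9 of the genes passed the limits as lower, and the medians lay below those of all 10000 random gene lists of the same size and mean expression.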

The enrichment analyses were conducted using the KEGG (http://www.genome.jp/kegg/). The raw RNA‐seq data have been deposited in the NCBI Gene Expression Omnibus under the accession number GSE275621.

### 4.11 Measurement of the ROS

The intracellular ROS levels of PDAC cells were detected by using a ROS detection kit according to the manufacturer's instructions. The fluorescence intensity was measured using a flow cytometer and analyzed by FlowJo software (v10.8.1).

### 4.12 Apoptosis Analysis

For apoptosis analysis, an Annexin V‐FITC apoptosis kit (BD Pharmingen, Franklin Lakes, NJ) was employed. PDAC cells were treated with NBT (1 µM), trametinib (5 µM), or in a combination for 24 h according to the manufacturer's instructions. The proportions of apoptotic and pyroptotic cells were determined using a flow cytometer (Becton & Dickinson Company, Franklin Lakes, NJ, USA), and the data were analyzed using FlowJo software.

### 4.13 Real‐Time PCR (RT‐PCR)

PDAC cells were subjected to NBT (1 µM), trametinib (5 µM), or in a combination for 12 h. Total RNA of cells or PDAC patient tissues were extracted using TRIzol (TaKaRa, Kusatsu, Shiga, Japan) followed by synthesis of cDNA via reverse transcriptase (TaKaRa). The expression of miRNA was detected by miRNA RT‐PCR kit (BioTNT) following the manufacturer's instructions. Quantitative analysis was performed as described previously [44]. 

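The AKT1 primers used for RT-PCR, CTTCAAGCCCCAGGTCAC (forward) and CGCTGTCCACACACTCCAT (reverse), were matched to the GENCODE v29 transcripts of the human genome build GRCh38. A transcript with both sites was found for 1 gene only, AKT1, which lies on the minus strand of chromosome 14. The forward primer matches positions 104770819 to 104770836 and the reverse primer positions 104770394 to 104770412. In ENST00000349310.7 these sites lie in exons 14 and 15 of 15, both in the coding sequence, and the spliced amplicon is 119 nucleotides long. Of 20 annotated AKT1 transcripts 13 hold both sites, among them the counterparts of all 3 RefSeq transcripts for which the authors deposited counts. In ENST00000610370.1, which retains the intron between them, the amplicon is 443 nucleotides long.

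**Figure D3:**
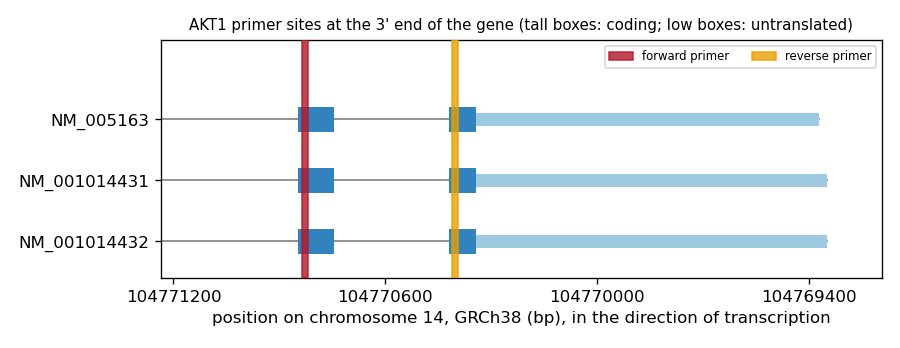
Sites of the AKT1 primers on chromosome 14 (horizontal axis, GRCh38 position in base pairs, in the direction of transcription) in the 3 AKT1 transcripts of the deposited table (vertical axis), with coding exons as tall boxes and the untranslated region as low boxes. Both sites lie in the last 2 coding exons of each transcript.

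The GSDME primers GAGCCAGTCTTCATTTGGAAC (forward) and GAGCACAGGGTTTCTCAGATT (reverse) matched transcripts of GSDME only, on chromosome 7. The forward primer matches positions 24744616 to 24744636, in exon 3 of the 10 exons of ENST00000342947.8, and the reverse primer positions 24719191 to 24719211, in exon 4. Both sites are coding, and the amplicon is 103 nucleotides long in all 8 annotated transcripts that hold them.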

The primers used for RT‐PCR were present in Table S3.

### 4.14 Western Blot

The expressions of proteins of PDAC cells after treatment and tumor tissues were detected by Western blot as described previously [44].

### 4.15 Xenograft Tumor Model

All animal experiments were approved by the University's Animal Care and Use Committee (Ethical Committee Number: PZSHUTCM220725007). Four‐week‐old male BALB/c‐nude mice were purchased from Shanghai Sippr‐BK Laboratory Animal Co. Ltd. (Shanghai, China). Each mouse was then subcutaneously injected with 2 × 10^6^ MIA PaCa‐2 cells into the right back. After tumors reached 100 mm^3^, mice were divided into five groups (*n* = 6) and treated with NBT (2 mg/kg), trametinib (0.4 mg/kg), or their combination every other day. The vehicle group received a solvent control, and gemcitabine (20 mg/kg) was used as a positive control. Tumor volume was calculated daily. On day 33, the mice were sacrificed and the tumors and organs were collected for further analysis.

### 4.16 Statistical Analysis

All data are presented as means ± SD from three independent experiments. The comparisons between the two groups were made by Student's *t*‐test; comparisons among multiple groups were made by one‐way or two‐way ANOVA with Tukey's post hoc tests. GraphPad Prism 8.0.2 software (GraphPad, San Diego, CA, USA) was utilized for statistical analysis and visualization. Values of *p* < 0.05 were considered statistically significant.

## Author Contributions

J.Q.T. performed experiments and wrote the paper. Z.Y.B., K.Q., and L.J.Z. performed experiments. C.W.Z. analyzed the data. J.B.J. and L.Z. designed experiments and revised the manuscript. H.X.X. supervised the study and revised the manuscript. All authors have read and approved the final manuscript.

## Ethics Statement

The patient sample‐related experiments were approved by the Ethics Committee of Ruijin Hospital, Shanghai Jiao Tong University School of Medicine, with the Ethical Review Approval Number (161) in 2021 and compliant with all relevant ethical regulations. Written informed consent for research purposes was obtained from the patients. All animal studies were approved by the Animal Care and Use Committee of the University Institution (approval number PZSHUTCM 220725007).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Supporting Information

## Data Availability

The data are available from the corresponding author on reasonable request.

# Supplementary material for: Neobractatin and Trametinib Synergistically Induce Apoptosis and Gasdermin E‐Dependent Pyroptosis in Pancreatic Cancer Cells
**Source:** MedComm (2020). 2025 Jul 1;6(7):e70250. doi: 10.1002/mco2.70250
**Supplement:** Supplementary file 1 — Supporting Information

**Neobractatin and trametinib synergistically induce apoptosis and gasdermin E -  
dependent pyroptosis in pancreatic cancer cells**

Jiaqi Tan <sup>1,#</sup>, Ziyi Bao <sup>1,#</sup>, Kai Qin <sup>2,3</sup>, Liuqing Zhu <sup>1</sup>, Changwu Zheng <sup>1</sup>, Jiabin Jin <sup>2,3\*</sup>,

Li Zhang <sup>1,\*</sup>, Hongxi Xu <sup>4,\*</sup>

Jiabin Jin, Department of General Surgery, Pancreatic Disease Center, Ruijin Hospital, Shanghai Jiao Tong University School of Medicine, Shanghai, China.

Li Zhang, School of Pharmacy, Shanghai University of Traditional Chinese Medicine, Shanghai, 201203, China.

Hongxi Xu, Shuguang Hospital, Shanghai University of Traditional Chinese Medicine, Shanghai 201203, China.

<sup>#</sup>Jiaqi Tan and Ziyi Bao contributed equally to this work.

**Table S1: List of antibodies used in this study**

| <b>Antibody</b>      | <b>Company name</b>       | <b>Catalogue number</b> | <b>Dilution</b> |
|----------------------|---------------------------|-------------------------|-----------------|
| GSDME                | Abcam                     | Ab215191                | 1:1000          |
| IKK $\alpha$         | Abcam                     | Ab32041                 | 1:1000          |
| mTOR                 | Abcam                     | Ab134903                | 1:1000          |
| AKT                  | Cell Signaling Technology | 9272                    | 1:1000          |
| ERK                  | Cell Signaling Technology | 4695                    | 1:1000          |
| MEK                  | Cell Signaling Technology | 9122                    | 1:1000          |
| Rictor               | Cell Signaling Technology | 2114                    | 1:1000          |
| p-AKT                | Cell Signaling Technology | 4060                    | 1:1000          |
| p-IKK $\alpha/\beta$ | Cell Signaling Technology | 2697S                   | 1:1000          |
| p-mTOR               | Cell Signaling Technology | 5536S                   | 1:1000          |
| p-MEK                | Cell Signaling Technology | 9154                    | 1:1000          |
| p-ERK                | Cell Signaling Technology | 4370                    | 1:1000          |
| p-Rictor             | Cell Signaling Technology | 3806                    | 1:1000          |
| Caspase-3            | Cell Signaling Technology | 9665                    | 1:1000          |
| Caspase-9            | Cell Signaling Technology | 9502                    | 1:1000          |
| PARP                 | Cell Signaling Technology | 9542                    | 1:1000          |
| $\beta$ -actin       | Proteintech               | 66009-1-Ig              | 1:10000         |
| BAX                  | Proteintech               | 50599-2-Ig              | 1:1000          |

**Table S2: Patient information for pancreatic cancer tissue**

Continue

**Table S3. Primer sequences used in this study**

| <b>Gene</b>      | <b>Sequence</b>             |
|------------------|-----------------------------|
| AKT1-F           | 5' CTTCAAGCCCCAGGTCAC 3'    |
| AKT1-R           | 5' CGCTGTCCACACACTCCAT 3'   |
| GSDME-F          | 5' GAGCCAGTCTTCATTTGGAAC 3' |
| GSDME-R          | 5' GAGCACAGGGTTTCTCAGATT 3' |
| 18S-F            | 5' GTAACCCGTTGAACCCCAT 3'   |
| 18S-R            | 5' CCATCCAATCGGTAGTAGCG 3'  |
| Has-miR-149-5p-F | 5' GTCTGGCTCCGTGTCTT 3'     |
| Has-miR-149-5p-R | 5' AACTGGTGTCTGGAGTC 3'     |
| RUN6-F           | 5' GCTTCGGCAGCACATAT 3'     |
| RUN6-R           | 5' ATTTGCGTGTGCATCCTTG 3'   |

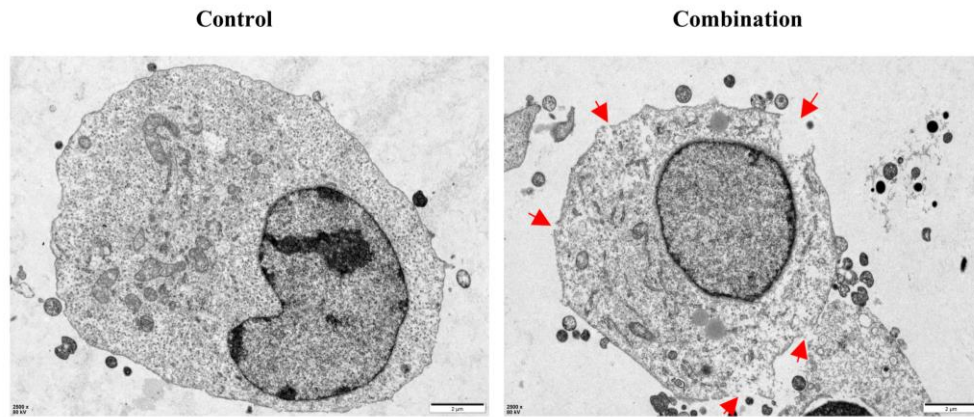

**Figure S1.** TEM images of MIA PaCa-2 cells after cotreatment of NBT and trametinib for 24 h. The red arrowheads indicate the emerging pore from the plasma membrane.

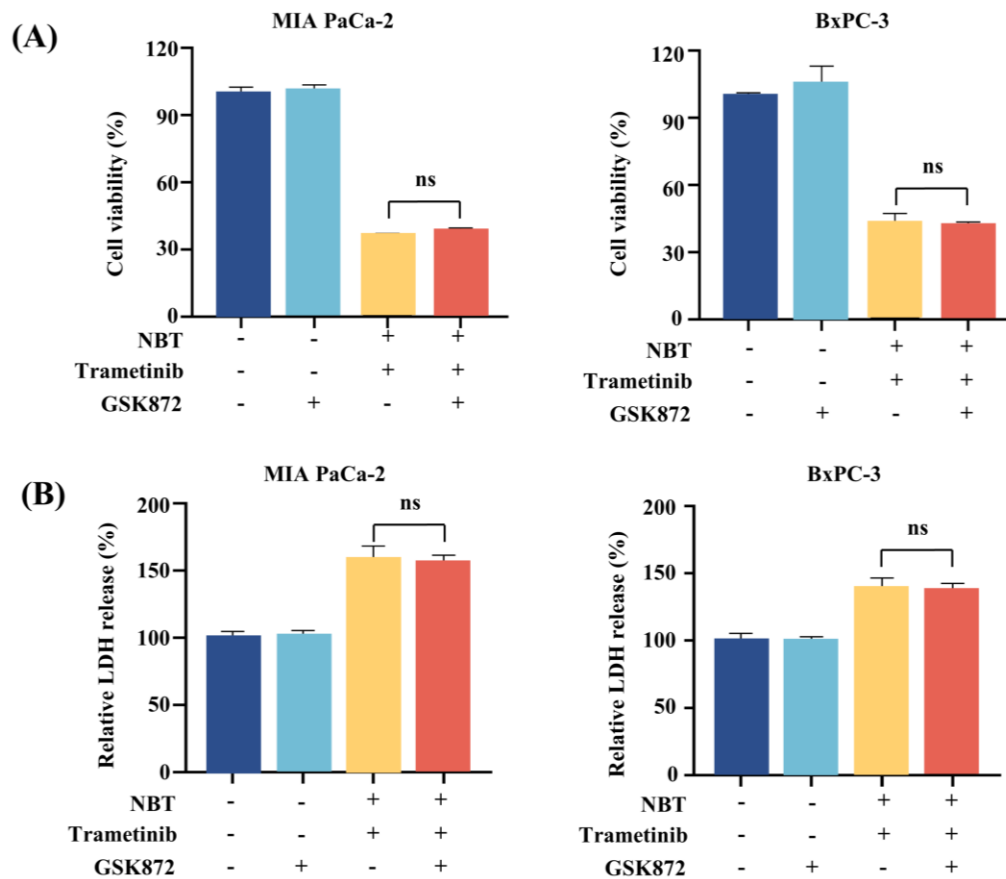

**Figure S2.** The combination of NBT and trametinib induced pyroptosis rather than necroptosis. (A) The cell viability and (B) LDH release level were detected with or without GSK872 (2  $\mu$ M). Data are presented as the means  $\pm$  SD from three independent experiments.

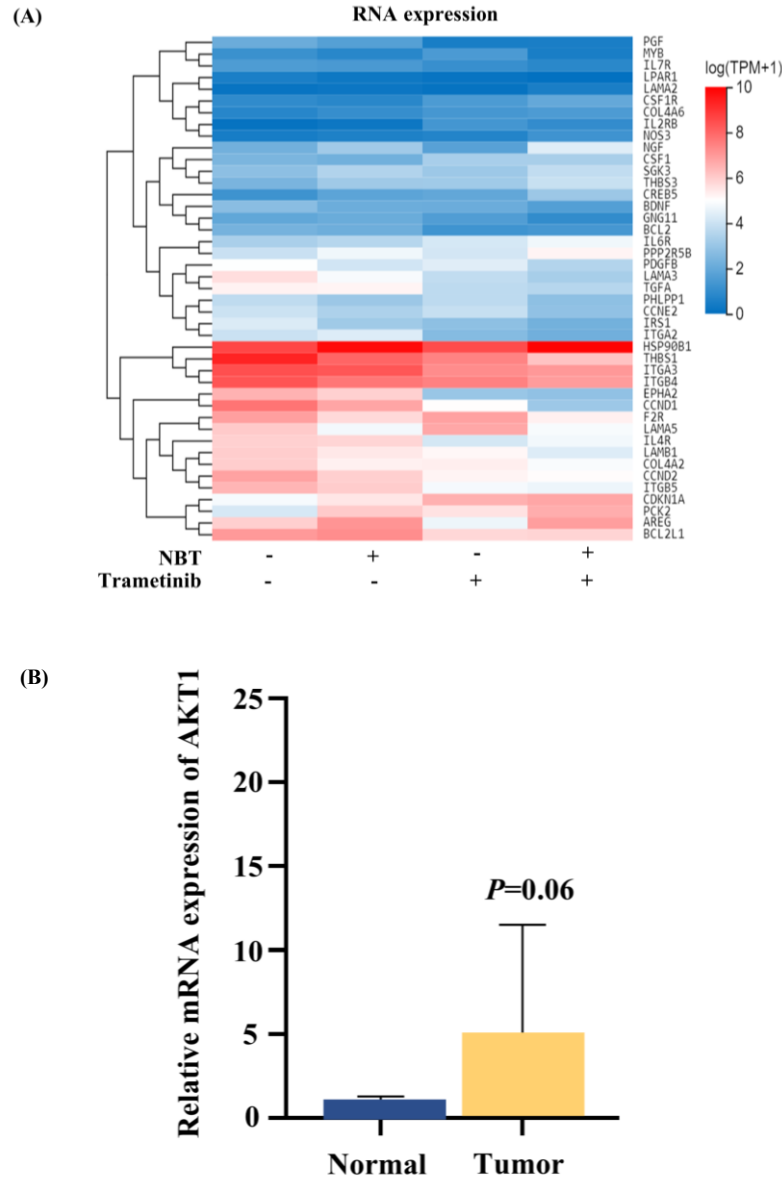

**Figure S3.** AKT plays an important role in the combination of NBT and trametinib in PDAC. (A) A heatmap was drawn to depict the expression levels of differentially expressed genes involved in the PI3K/AKT signaling pathway. (B) The mRNA level of AKT1 in PDAC tissues and adjacent normal tissues from 4 patients. 18S was utilized as an internal control. Data are presented as the means  $\pm$  SD from three independent experiments.

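The 43 PI3K/AKT genes of Fig. S3A spanned log2(TPM + 1) values from 0.04 to 9.95 over the 4 libraries. The highest was HSP90B1, an endoplasmic reticulum chaperone gene, with 395.71 TPM in the control and 988.75 TPM in the combination library (log2 fold change 1.36, 95% interval from 1.33 to 1.39). The median log2 fold change of the genes was -0.09 with NBT, -0.57 with trametinib and -1.18 with the combination. As the genes were chosen for their change in the combination, the last value does not measure the pathway as a whole. CCND1 and EPHA2, which MAPK signaling also controls, had 8472 and 3371 reads in the control, 1315 and 268 with trametinib and 323 and 247 with the combination. THBS1 had the most reads in the control (35644) and fell to 15574 with NBT, 9858 with trametinib and 4282 with the combination. LAMA5 rose from 7115 to 11719 reads with trametinib and fell to 3087 with NBT and 3258 with the combination. AREG fell with trametinib (from 692 to 281 reads) and rose with NBT (1680) and with the combination (1463). The log2 fold change of AREG with the combination was 1.02, and it dropped to 0.98 with the deposited TPM values, under the limit of 1. For 36 of the 43 genes the combination value lay farther from 0 than either single-drug value. The choice of the genes by their combination value favours this, so the count does not measure a combined effect.
Of the 43 genes, 8 ( GNG11, IL2RB, IL7R, LAMA2, LPAR1, MYB, NOS3 and PGF) had fewer than 100 reads in both the control and the combination library. IL2RB had 3 reads in the control and 41 with the combination, and LPAR1, with 15 reads and 1 read, was at least 5.22-fold lower. The estimated counts of 14 of the 43 genes, EPHA2 and THBS1 among them, were not whole numbers in all libraries.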

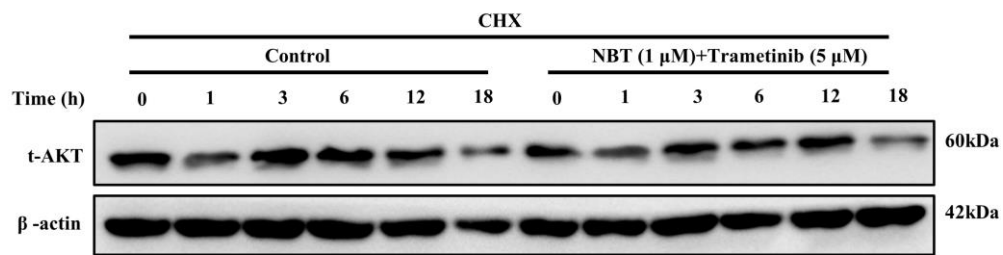

**Figure S4.** The degradation of AKT protein was not affected by the treatment of NBT and trametinib. MIA PaCa-2 cells were treated with CHX (40 µg/mL), the protein level of AKT was analyzed by Western blot. β-actin was utilized as an internal control.

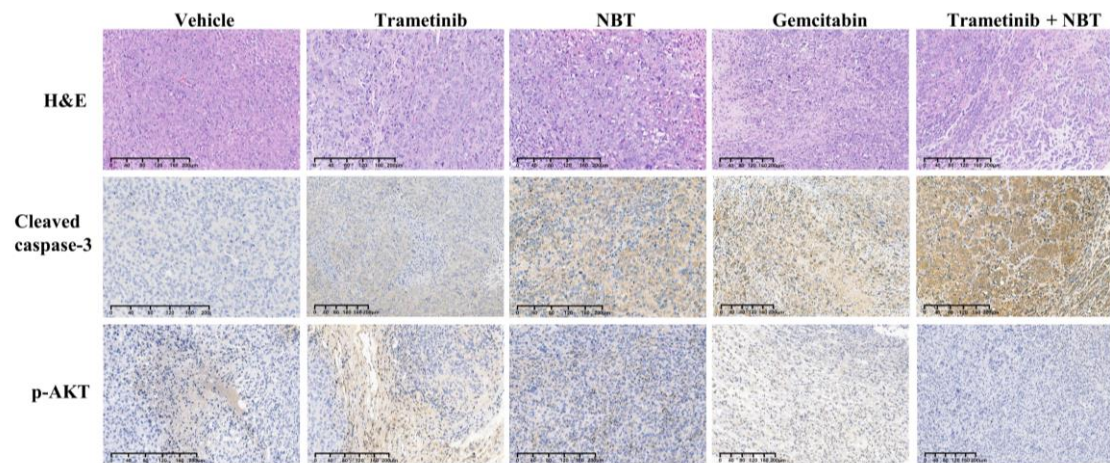

**Figure S5.** Representative images of H&E staining and immunohistochemical staining for cleaved caspase-3 and p-AKT in tumor sections treated with the vehicle, trametinib, NBT, gemcitabine and combination. Scale bar=200  $\mu$ m.

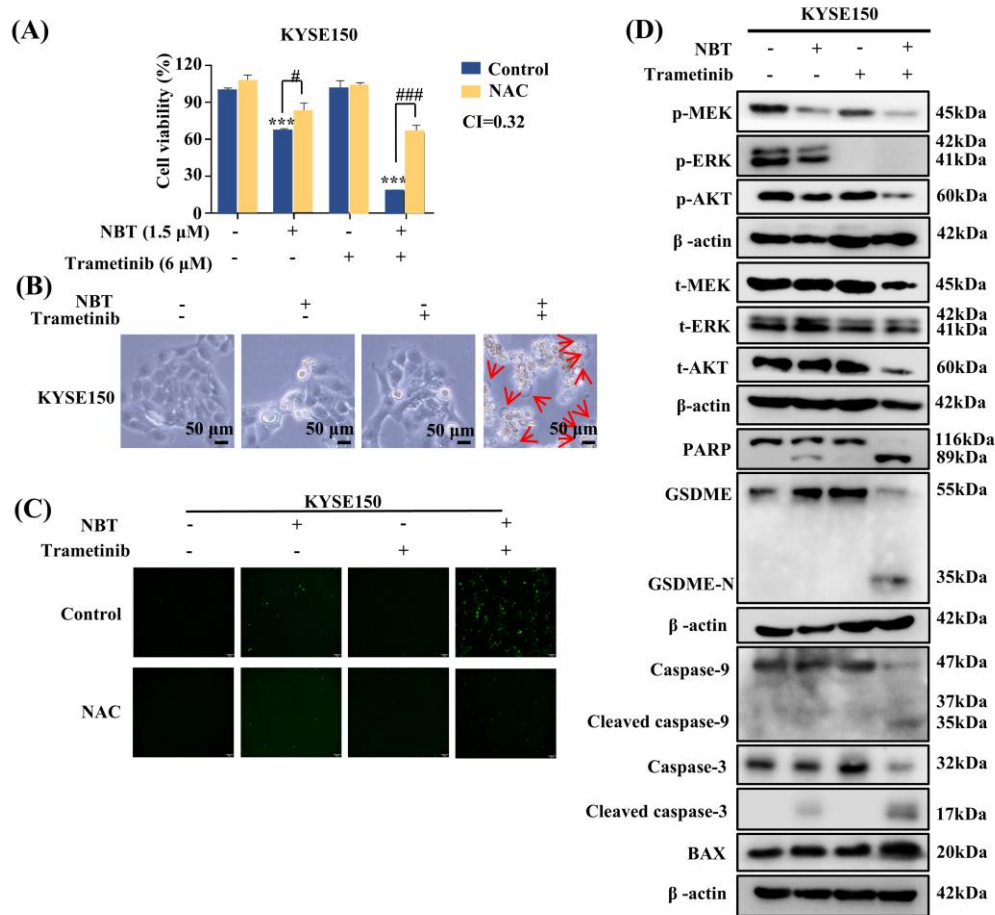

**Figure S6.** The combination of NBT and trametinib synergistically demonstrated an inhibitory effect on KYSE150 cells through the AKT pathway. (A) The cell viability of KYSE150 cells was detected by MTT assay and the CI values were calculated. (B) Bright-field images were taken after treatment to observe the cellular morphology (large bubbles are indicated by red arrows). (C) The fluorescence of ROS level was detected after treatment with or without NAC. (D) The relative protein levels were analyzed by Western blot. β-actin was utilized as an internal control. Data are presented as the means ± SD from three independent experiments. \*\*\* $P < 0.001$  versus control; # $P < 0.05$ , ### $P < 0.001$  versus monotreatment.

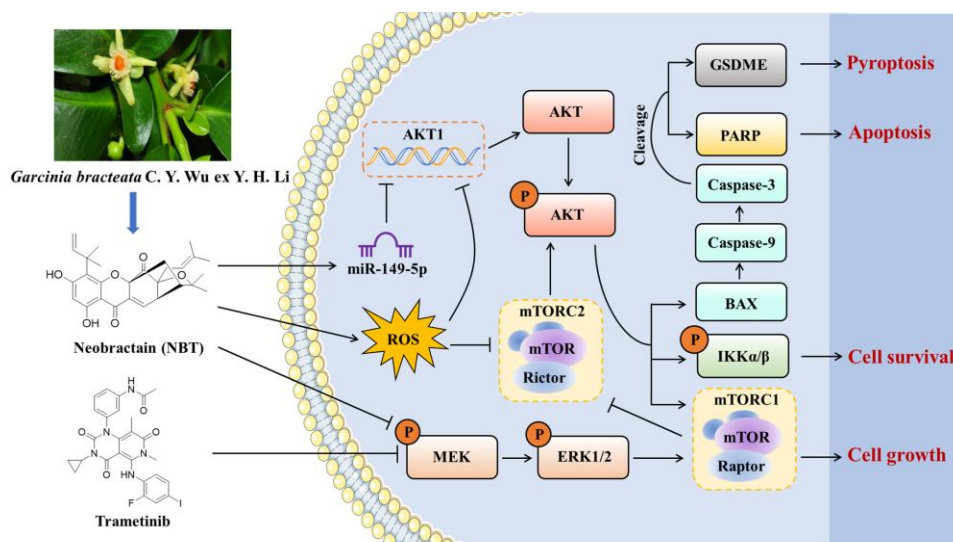

**Figure S7.** Neobractatin, a natural compound derived from *Garcinia bracteata*, significantly inhibited the growth of PDAC cells when used in combination with trametinib. This combination therapy promoted cell death through GSDME-mediated pyroptosis and apoptosis. Mechanistically, the combined treatment elevated levels of ROS, which in turn suppressed the AKT signaling pathway and its downstream targets, thereby enhancing the anti-tumor efficacy against PDAC cells.

How the deposited data were processed for this re-analysis (not part of the article)

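RNA of MIA PaCa-2 cells was sequenced on the BGISEQ-500 platform in 4 conditions, control, 1 µM NBT, 5 µM trametinib and both drugs, each for 12 h and each as 1 library. The authors estimated expression per gene and per transcript and deposited, for each library, an estimated read count that is not normalized, a TPM value (scaled to length and to a fixed library sum) and an FPKM value (scaled to length and to the number of mapped fragments). Genes carry NCBI Gene numbers and transcripts RefSeq numbers. The paper's text names FPKM, PossionDis and KEGG and does not name the aligner, the counting program or the genome build. Any filter on reads or genes that the authors applied is already in these values. The miRNA sequencing that the paper describes was not analysed here, and patient specimens were not used.

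Libraries were assigned to conditions by their titles and treatments. The labels' cell line entries differ between the libraries, and MIA PaCa-2 was taken from the titles and the paper. The deposited estimated counts were rounded to whole numbers and scaled to each library's sum. Log2 fold changes against the control library were computed with 0.5 reads added. Genes were called with an exact two-sided binomial test of the 2 libraries' counts given their sum, Benjamini-Hochberg adjusted over genes with at least 1 count in either library, at an adjusted value of at most 0.05 and an absolute log2 ratio of at least 1, the limits in the paper's methods. With 1 library per condition the test compares libraries, so no p-value is given. A fold against a library with fewer than 3 counts is given as a bound computed with 3 counts, and none is given against a library with 3. Intervals are 95% Clopper-Pearson intervals of the ratio of 2 counts. They cover counting error only, since reads amplified by PCR are not independent molecules.

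The gene lists, 6 in number, were fixed before the data were examined. They are the 43 genes of Fig. S3A, and lists for MAPK output (10 genes), the unfolded protein response (14), targets of ATF4 (14), of NRF2 (12) and of p53 (12, of which 11 are in the table). CCND1 and EPHA2 are in the first and second lists, HSP90B1, PCK2 and CDKN1A are in Fig. S3A and in 1 other list each, and SLC7A11 is a target in the ATF4 and NRF2 lists. A list's median log2 fold change was set against 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. For additivity, genes with at least 50 counts in at least 1 library were taken, and a departure was a difference of at least 1 between the log2 fold change of the combination and the sum of those of the single drugs. Values expected from counting noise, and from an assumed coefficient of variation of 0.2 between cultures, were simulated 100 times. After the data were seen, coefficients from 0.05 to 0.25 were also simulated 100 times each, with the limits on counts applied to each simulated set and with additive means taken from the control and single-drug libraries or fitted to all 4. Named genes were those the paper names, the genes of the lists, and for each comparison the 5 largest rises and the 5 largest falls among called genes with at least 100 counts in the higher library. Some of these genes are not reported here.

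Counts of called genes, departures from additivity, 18 list medians against the control and 84 log2 fold changes of single genes were recomputed. This was done with edgeR's TMM factors, with DESeq2's median-of-ratios size factors, and with the deposited TPM values and a pseudocount of 0.1. Further settings were 5 added reads, transcript counts summed per gene, and a limit of 10 counts in at least 1 of the 2 libraries. Overlaps between drugs, shares of genes that kept their change, correlations and list medians of pairs without the control were not recomputed in this way. Counts of called genes were also recomputed with edgeR's negative binomial exact test at assumed coefficients of variation of 0.2 and 0.4, with a log2 limit of 2 and with none, and departures with a limit of 2. The calling steps were tested on libraries simulated with counting noise alone and with 200 changed genes. The binomial test called 190 of them and 4 unchanged genes among 16100 tested, and the negative binomial test called 160 and 0. The interval held the true ratio for 95.5% of 12700 unchanged genes. As no variation between cultures was simulated, these tests check the computation only. KEGG enrichment was not computed, since pathway membership of genes was not used here. Primer sequences of Table S3 were matched to GENCODE v29 transcripts (GRCh38). R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and statsmodels 0.14.6 were used.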

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

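Of the tests in this part, those of scaling, of independent library pairs and of trametinib's effect on the lists were chosen after the values had been seen, and the test of GC content and length for the NBT-treated libraries before.

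The stress lists rose in the libraries treated with NBT, in genes that the paper does not discuss. The median log2 fold change of the 14 unfolded protein response genes was 1.24 with NBT and 1.39 with the combination, with all 14 genes higher in both. The 14 ATF4 targets had medians of 1.80 and 2.20, with 13 genes higher in each, and the 12 NRF2 targets had medians of 1.28 and 2.15, with 11 and 12 genes higher. Each of these 6 medians lay above those of all 10000 random lists of matched expression. HMOX1, an NRF2 target, rose most in both, by a log2 fold change of 5.26 with NBT and 8.46 with the combination, and by 1.64 with trametinib. It took 0.228% of all counts in the combination library, too few to move the scaling of other genes. Under TMM, median-of-ratios and TPM scaling the lowest of the 6 medians was 1.18, and after smooth trends on GC content and transcript length had been removed it was 1.16, so these do not account for the pattern. An accident of a single culture is argued against by the combination and trametinib libraries, a pair that shares no library with NBT and control: in it the medians were 1.48 for the unfolded protein response, 1.34 for the ATF4 targets and 2.09 for the NRF2 targets. A candidate explanation is that NBT induces stress responses of the endoplasmic reticulum and of NRF2 at 12 h. This explanation remains a hypothesis, because it was found and tested on the same 4 libraries and all of them come from 1 experiment. The paper states that ROS rose with the combination and with neither drug alone. A rise of NRF2 targets with NBT alone therefore does not show oxidative damage.

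With trametinib alone, the ATF4 targets (median 0.78, 12 of 14 genes higher) and the NRF2 targets (0.45, 11 of 12) stood above nearly all random lists, at percentiles of 100 and 99.99. The lower of the 2 medians was 0.38 under the other scalings and 0.40 without the trends on GC content and length. In the combination library against the NBT library, which shares no library with the first pair, the medians were 0.29 and 0.94, again above those of all random lists. The unfolded protein response list, however, had a median of -0.15 with trametinib alone and of 0.26 in that pair, at a percentile of 99.93, so a rise there need not repeat an effect of trametinib. An accident of the trametinib culture cannot be told apart from a weaker effect of trametinib in the same direction as that of NBT, because each condition has 1 library.

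The 11 p53 targets in the table had a median of 0.71 with trametinib alone, above those of all random lists, with 3 genes lower and 8 higher, among the latter CDKN1A, which is also in Fig. S3A. Scaling (lowest median 0.64) and GC content or length (0.63) do not account for it. The median did not rise in the combination library against the NBT library, where it was 0.088, at the 66.2 percentile. The 3 genes called higher with trametinib alone were all higher in that pair too, CDKN1A by 1.25, BTG2 by 1.29 and TP53I3 by 0.43. The lack of a rise thus holds for the list's median and not for each gene. For the median, an accident of the trametinib culture and an effect of trametinib that is lost when NBT is present cannot be told apart, because each condition has 1 library.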

How the results depend on the processing

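The number of called genes depended on the test and its limits. With an assumed coefficient of variation of 0.2 between cultures, 69 genes were called with NBT, 365 with trametinib and 547 with the combination, and 26 of the 43 genes of Fig. S3A. With 0.4, the counts were 4, 22, 51 and 2. These fall because the test then allows for more variation, and the variation itself was not measured. With a log2 limit of 2, the counts were 116, 352, 401 and 12, and without a limit 5635, 6915 and 8056 genes, as the limits' construction gives. The number of genes whose combination change departed from additivity fell from 265 to 45 with a limit of 2. Without a log2 limit the share of higher genes with NBT was 47.4%, against 61.4% in the main setting, so the excess of higher genes holds for the larger changes only.

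Scaling and pseudocounts moved the counts little. Over TMM, median-of-ratios and TPM scaling, 5 added reads and the limit of 10 counts, from 383 to 417 genes were called with NBT, from 910 to 943 with trametinib and from 1289 to 1376 with the combination. Of the 1367 genes of the combination, from 1258 (TPM) to 1337 (TMM) were called again in the same direction. Of the 43 genes of Fig. S3A, 42 were called under the 3 other scalings, where AREG fell short of the limit, and 42 with 5 added reads, where BCL2 did. From 230 to 264 genes departed from additivity under the 3 other scalings and with 5 added reads. The limit of 10 counts removes no gene from that count by construction. Summing the transcript counts gave the main values throughout, so it tests nothing further. All 18 medians of gene lists kept their direction and stayed within their bootstrap interval over the list's genes.

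For 504 recomputed values of single genes, none changed direction and 13 moved beyond the counting interval of the main value. GPC1 with trametinib, called at 1.02, was at 0.95 with TMM and 0.96 with median-of-ratios scaling, under the limit. Log2 values of genes with few reads in a library depend on the added reads. HTRA3, with 0 reads in the control, had a value of 4.42 with 5 added reads, in place of 7.68, with the combination. Neither value measures the size of its rise. The median over genes with at least 50 counts in every library lay between -0.07 and 0.05 in all settings, so no scaling shifted the whole library by 0.1. Alternatives planned for tables without counts were not run, since the tables hold counts. No paired analysis was possible because each condition has 1 library, and no replicate could be left out.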

Differences from the paper's values

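The level of AKT1 mRNA in MIA PaCa-2 cells treated with the combination, relative to control, was 0.803 in the RNA-seq libraries. The paper's RT-PCR value is about 0.33 in Fig. 5B, read by eye. The RNA-seq value was 0.788 with TMM scaling and with the deposited TPM values, 0.783 with median-of-ratios scaling and 0.803 with the other alternatives, so none of the alternatives set before the data were examined closed the gap. RT-PCR and RNA-seq are different assays, and the RNA-seq values come from 1 library per condition.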

Other observations

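Of the tests in this part, those of counting noise and of divided reads for the departures from additivity as a whole and that of divided reads for the genes raised by trametinib were chosen before their results were seen, and the others afterwards.

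Of 11367 genes with at least 50 counts in at least 1 library, 265 (2.33%) had a combination change that departed by at least 1 on the log2 scale from the sum of the single-drug changes, 102 upward and 163 downward. Of these, 103 were among the 10659 genes with at least 50 counts in every library (0.966%) and 162 among the 708 others (22.9%), which include genes that fell far in 1 library. Counting noise alone gave at most 49 such genes in 100 simulations around additive means, and at most 80 when the limit of 50 counts was applied to each simulated set, so it does not account for the number. Reads divided between genes that share sequence do not account for it as a whole either: of genes whose counts were whole numbers in all libraries 2.57% departed, against 2.15% of the others. Variation between cultures was simulated with 1 size for all genes. A coefficient of variation of 0.12 gave on average 82.78 departing genes (from 64 to 103) with at least 50 counts in every library. For the 103 observed ones such variation cannot be told apart from an interaction of the drugs, because its size was not measured. A coefficient of 0.13 gave on average 259 departing genes in all (from 220 to 297), so the total of 265 is within its reach. The split of these genes is not: at coefficients from 0.05 to 0.25, 0% of the draws gave as few as 103 departing genes in the first set and as many as 162 among the others. Larger variation in genes with few reads was not tested. The departure of HMOX1 was 1.55, its combination change exceeding the sum.

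The largest departures include read-through genes, whose sequence is shared with the genes they join. Of 42 such genes 10 departed (23.8%), and 5 of the 20 largest departures were theirs. BCL2L2-PABPN1 had 185, 125, 235 and 0 reads in the control, NBT, trametinib and combination libraries. This is consistent with reads that the counting divided differently between libraries, and the departures of these genes are best left aside.

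Genes raised by trametinib alone often rose by less than the limit of 1 with NBT present. Of 269 genes called higher with trametinib and with at least 100 counts in the higher library, 101 (37.5%) were higher by at least 1 on the log2 scale in the combination library than in the NBT library, a pair that shares no library with the first. Of 232 genes called lower, 142 (61.2%) were lower by as much. The raised genes had a median change of 1.34 without and 0.83 with NBT, the lowered ones -1.53 and -1.20. Genes that changed by 2 or more kept their change less often when raised (67.4% of 43) than when lowered (89.4% of 66). If the effect of trametinib were equal with and without NBT, counting noise alone would leave at least 77.0% of the raised genes in 3 sets of 100 simulations. Among genes with whole counts 42.6% of the raised ones and 62.5% of the lowered ones kept their change, so divided reads do not account for the gap. Variation between cultures of 1 size for all genes does not account for it either: at coefficients from 0.05 to 0.25, 0% of the draws kept as few raised and as many lowered genes as observed. The nearest were those with means fitted to all 4 libraries. With 0.16 at least 39.0% of the raised genes and at most 66.5% of the lowered ones were kept, and with 0.17 at least 34.6% and at most 58.5%, never both as observed in 1 draw. With 0.17, on average 674 genes departed from additivity. Genes raised by NBT alone showed no such loss with trametinib present, in the combination library against the trametinib library. Of 136 such genes 74.3% kept a rise of at least 1, with a median change of 1.27 without and 1.41 with trametinib. Of 74 genes lowered by NBT 81.1% kept their change. Variation that differs between genes, or that a culture imposes on many genes together, was not measured with 1 library per condition. It cannot be told apart from an antagonism of NBT on trametinib-induced genes. An example, chosen after its values were seen, is KRT15, a keratin gene with fractional counts that may share reads with other keratin genes. It had 651 reads in the control, 3846 with trametinib, 330 with NBT and 102 with the combination.

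Across the 10659 genes with at least 50 counts in every library, the change by NBT without trametinib and that with trametinib, which share no library, had a Pearson correlation of 0.778 and a Spearman correlation of 0.721. For trametinib without and with NBT they were 0.731 and 0.628. These are 2 correlations across genes, which are not independent replicates.

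The smaller fall of AKT1 in RNA-seq than in RT-PCR was examined for 2 possible explanations. Scaling between the RNA-seq libraries does not account for it, as the lowest log2 fold change over the scalings and pseudocounts was -0.35. The paper's RT-PCR values were set against ribosomal RNA, whereas these scalings set AKT1 against the other genes of the libraries. A change of mRNA relative to ribosomal RNA could therefore not be tested. Primers that detect only some transcripts do not either, since all 3 AKT1 transcripts of the deposited table hold both primer sites. Among these, NM_005163.2 fell from 20.34 TPM in the control to 7.36 TPM with the combination, and NM_001014431.2, the most abundant, from 70.27 to 63.66 TPM. With trametinib alone NM_005163.2 was already at 9.97 TPM, while NM_001014431.2 was at 82.25 TPM, so the fall of NM_005163.2 was not specific to the combination. The 3 transcripts share most of their exons, so the division of reads between them is uncertain. Whether the cultures used for the assays differed was not tested.

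Fig. 5A lists the p53 pathway first. The median of the 11 p53 targets in the combination library was 0.27, at the 90.8 percentile of random lists, with 6 genes higher and 5 lower. With members that go both ways, this does not decide whether p53 targets rose as a set. With NBT the median was -0.03, and the unfolded protein response list had a median of -0.15 with trametinib alone.

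GPC1, the gene that holds MIR149, had 3033 reads in the control, 2040 with NBT, 6225 with trametinib and 4075 with the combination. Its log2 fold change with the combination was 0.36 against the control, 0.985 against NBT alone and -0.66 against trametinib alone. Fig. 7B shows miR-149-5p raised with the combination. Higher transcription of GPC1 as the source of miR-149-5p cannot be told from these single libraries, because later steps set the level of a mature miRNA and the miRNA sequencing was not analysed here.

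ACTB, whose protein served as the internal control of the Western blots, had log2 fold changes of -0.57 with NBT, -0.01 with trametinib and -0.70 with the combination. Of the MAPK pathway's own kinases, 4 genes changed less than the limit with the combination, by -0.31 for MAP2K1, 0.26 for MAP2K2, -0.19 for MAPK3 and 0.39 for BRAF, and STAT3 changed by -0.13.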
